# The circadian clock in the choroid plexus drives rhythms in multiple cellular processes under the control of the suprachiasmatic nucleus

**DOI:** 10.1186/s12987-024-00547-3

**Published:** 2024-05-27

**Authors:** Martin Sládek, Pavel Houdek, Jihwan Myung, Kateryna Semenovykh, Tereza Dočkal, Alena Sumová

**Keywords:** Choroid plexus, Circadian clock, Circadian transcriptome, Mouse, Suprachiasmatic nuclei, *mPer2*^*Luc*^ mouse, Glucocorticoid

## Abstract

Choroid plexus (ChP), the brain structure primarily responsible for cerebrospinal fluid production, contains a robust circadian clock, whose role remains to be elucidated. The aim of our study was to [1] identify rhythmically controlled cellular processes in the mouse ChP and [2] assess the role and nature of signals derived from the master clock in the suprachiasmatic nuclei (SCN) that control ChP rhythms. To accomplish this goal, we used various mouse models (WT, *mPer2*^*Luc*^, ChP-specific *Bmal1* knockout) and combined multiple experimental approaches, including surgical lesion of the SCN (SCNx), time-resolved transcriptomics, and single cell luminescence microscopy. In ChP of control (Ctrl) mice collected every 4 h over 2 circadian cycles in darkness, we found that the ChP clock regulates many processes, including the cerebrospinal fluid circadian secretome, precisely times endoplasmic reticulum stress response, and controls genes involved in neurodegenerative diseases (Alzheimer’s disease, Huntington’s disease, and frontotemporal dementia). In ChP of SCNx mice, the rhythmicity detected in vivo and ex vivo was severely dampened to a comparable extent as in mice with ChP-specific *Bmal1* knockout, and the dampened cellular rhythms were restored by daily injections of dexamethasone in mice. Our data demonstrate that the ChP clock controls tissue-specific gene expression and is strongly dependent on the presence of a functional connection with the SCN. The results may contribute to the search for a novel link between ChP clock disruption and impaired brain health.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12987-024-00547-3.

## Introduction

Choroid plexus (ChP) is a non-neural structure in the brain ventricles [1–3] that has recently attracted attention because of its multiple roles in brain homeostasis. Apart from its well-recognized functions in the production of most cerebrospinal fluid (CSF) [4, 5] and the formation of the blood-CSF barrier [6], it has other functions. These include the production of bioactive molecules, participation in metabolite clearance, formation of a toxin barrier, and critical roles in brain metabolism, neurosignaling, neuroinflammatory processes, and neuroprotection (reviewed in [7]). Malfunction of these processes is believed to be associated with poor brain health and the development of neurodegenerative disorders [8, 9].

Brain functions continuously respond to changes in both the external and internal environments, which occur in a daily cycle. As an adaptation, various cerebral processes are controlled rhythmically in synchrony with the day-night cycle by endogenous clocks [10]. These clocks generate rhythmic signals with approximately 24-hour (circadian) period via a mechanism based on a cellular transcriptional and translational feedback loop (TTFL, reviewed in [11]). The clock mechanism results in the rhythmic expression of families of clock genes (such as *Per1-3, Cry1-2, Nr1d1-2, Rora-c, Bmal1, Clock* and *Npas2*) [12]. Protein products of these genes serve as transcriptional activators or repressors that govern the expression of a wide range of downstream clock-controlled genes. These genes, in turn, fulfill pivotal roles in tissue-specific rhythmic processes [13].

Although the clock mechanism operates endogenously in almost every cell in the body, there is only one structure in mammals that houses the “central” clock. This clock is uniquely able to respond directly to information from the retina about changes in the external light/dark cycle, which reflects the time of day. It is located in the suprachiasmatic nuclei of the hypothalamus (SCN, reviewed in [14, 15]) and sends rhythmic output signals to clocks in other parts of the brain and the rest of the body to maintain their appropriate phases [16]. Moreover, signals from the SCN can drive rhythmicity in regions with weak coupling among oscillatory cells typically represented by most areas in the brain [17].

ChP is a rare example of an extra-SCN brain region with a robust circadian clock [18]. Still, its involvement in regulating ChP physiological functions remains a matter of speculation (reviewed in [19]). The clock maintains its rhythmicity when ChP is explanted in an in vitro culture, i.e., conditions lacking any signal from the SCN [18, 20, 21], demonstrating its self-sustainability under artificial conditions. Nevertheless, the clock is highly sensitive to external SCN-controlled signals such as glucocorticoids; dexamethasone affected ChP clock in vivo, in rats with adrenalectomy, and in organotypic mouse explants cultured in vitro, where the effect was blocked by the specific antagonist mifepristone [21]. Dexamethasone increased the amplitude and reset ChP clock via intracellular pathways that depend on functional PKA-ERK1/2 signaling [21]. Moreover, the effects of pharmacological manipulations of GSK3 activity and lithium-responsive signaling pathways suggested another potential mechanism providing input for entrainment of ChP clock [22]. These results provide evidence that ChP can sense and respond to external signals that modulate canonical intracellular signaling pathways, which converge to the circadian clock.

Consistent with other processes in the brain, CSF production in humans is subject to daily fluctuations with a peak in production at night, i.e., during sleep [23, 24], although the underlying mechanism remains to be elucidated [25]. A ChP-specific transcriptome and proteome have been described [26–31]. Moreover, a recent study demonstrated differences in ChP proteome by comparing samples collected at two time points, 7 am and 7 pm [32]. However, the circadian (i.e., endogenously driven) changes in ChP transcriptome and their dependence on the SCN clock have not been studied. Furthermore, the role and nature of SCN signaling regulating the circadian clock in the ChP are unknown. To address this gap, we performed a time-resolved transcriptome analysis of ChP samples collected over two days in constant darkness from mice with intact or surgically removed SCN, complemented by real-time recordings of explanted ChP at single-cell resolution. Analyses of the data revealed extensive rhythmicity in ChP of control mice, thus providing the first evidence for circadian control of multiple ChP functions. Additionally, our results showed a high dependence of the rhythms on the central clock in the SCN; an SCN lesion resulted in an almost complete loss of ChP rhythms detectable in vivo and ex vivo. This effect was comparable to that of genetic knockout specifically of the ChP clock. We identified the glucocorticoid signaling as one of the possible pathways used by the SCN to entrain the ChP clock because repeated daily injections of dexamethasone to SCN-lesioned mice restored ChP clock rhythmicity.

## Materials and methods

### Animals

Animal experimentation was approved by the Animal Care and Use Committee of the Institute of Physiology (33/2019) and by Taipei Medical University (LAC-2020-0576). It was performed in accordance with the Animal Protection Law of the Czech Republic as well as the European Community Council directives 2010/63/EU, and the Animal Protection Act of Taiwan. All efforts were made to reduce the suffering of the animals. Adult male C57BL/6J mice (Charles River, Germany) (4- to 6-month-old) and knock-in *mPer2*^*Luc*^ male mice [33] on C57BL/6J background (strain B6.129S6-*Per2*^*tm1Jt*^*/J, JAX, USA;* a colony maintained at the Institute of Physiology, the Czech Academy of Sciences) (5- to 8-month-old) were housed individually in a temperature-controlled facility at 23±2 °C with free access to food and water. The light/dark cycle was maintained with 12 h of light and 12 h of darkness (LD12:12); lights were turned on and off at 06:00 and 18:00, respectively. Prior to sampling, C57BL/6J and *mPer2*^*Luc*^ mice were kept in constant darkness. Tissue-specific knockout FoxJ1-ERT2-Cre^+/−^ (JAX stock #027012) [34] and *Bmal1*^fl/fl^ mice (JAX stock #007668) [35], both on C57BL/6J background, were crossbred at the Taipei Medical University Laboratory Animal Center to produce FoxJ1-ERT2-Cre^+/−^; *Bmal1*^fl/fl^ mice. Tamoxifen was provided ad libitum through the diet (tamoxifen citrate 0.4 g/kg; Envigo TD.130,860) to 8-month-old male FoxJ1-ERT2-Cre^+/−^; *Bmal1*^fl/fl^ mice maintained under 12:12 LD cycle (07:00 light-on and 19:00 light-off) and controlled temperature (21.4 ± 0.2ºC) and humidity (59 ± 5%) conditions. The tamoxifen-induced flox recombination was tested in liver samples through qPCR (data not shown).

### Surgery

C57BL/6J (for RNAseq) and *mPer2*^*Luc*^ (for circadian bioluminescence microscopy) mice were divided into two groups: the control group (Ctrl) was subjected to sham operation, and the other group was subjected to bilateral electrolytic SCN lesions (SCNx, Fig. 1A). The surgical ablation of the SCN was performed as previously described [36]. The mice were anesthetized with isoflurane inhalation (Isoflurin, Vetpharma Animal Health, Spain) and mounted in a stereotactic instrument (David Kopf Instruments, USA). The eyes were treated with the ointment Ophthalmo-Septonex (Zentiva, Czechia). The electrode tips (0.2 mm diameter) were placed bilaterally into the SCN through a drilled hole in the skull (coordinates: 0.1 mm rostral to bregma; ± 0.35 mm to midline; 5.55 mm below brain surface, and 0.1 mm caudal to bregma; ± 0.35 mm to midline; 5.65 mm below brain surface), and 0.6 mA current pulse was delivered for 6 s (53,500 Lesion Making Device, Ugo Basile, Italy). The parameters were determined empirically to achieve complete SCN lesion and avoid damage of surrounding tissue. Mice recovered in their home cages and received analgesic (NUROFEN, UK) immediately after the surgery (applied orally) and then in drinking water (2.5 ml per 250 ml) during the next day. The success of the SCN lesions (SCNx) was carefully checked (1) behaviorally by monitoring the locomotor activity in constant darkness for at least one week (Fig. 1B) and through periodogram analysis (Fig. 1C and Fig. S1), and (2) histologically postmortem for the absence of the SCN throughout the rostrocaudal brain sections of the anterior hypothalamus (Fig. 1D). The mice with detectable rhythm in locomotor activity in constant darkness and/or those in which histological examination of the hypothalamic sections revealed the presence of the SCN or its remaining parts were excluded from the study. The Ctrl group underwent sham surgery using the same procedure, including anesthesia and insertion of electrodes, but without the application of electric current. None of the sham-operated mice exhibited a disruption in circadian locomotor rhythmicity under constant darkness.

**Fig. 1:**
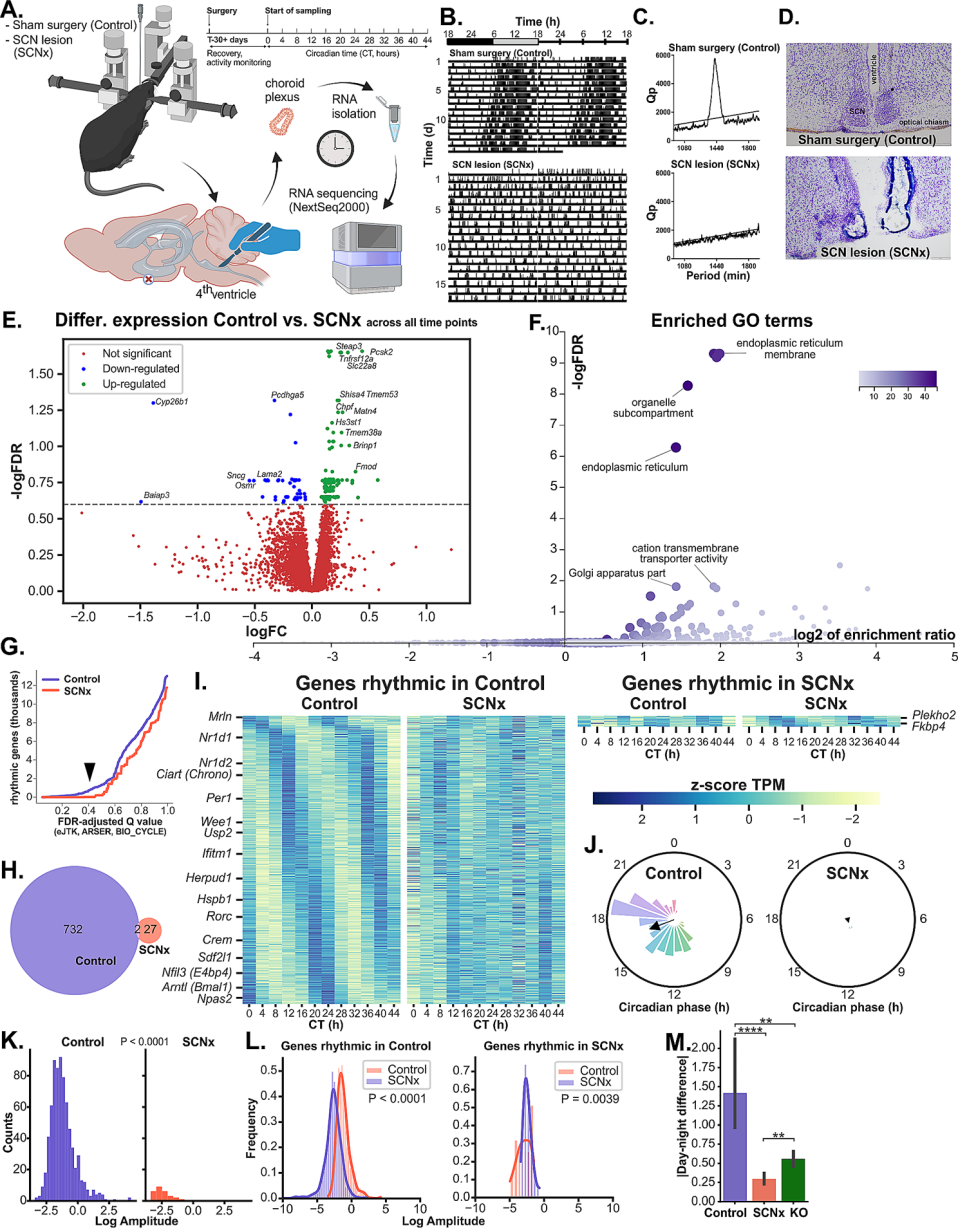
Suprachiasmatic nucleus lesion (SCNx) disrupts circadian transcriptome in choroid plexus (ChP) of the 4th ventricle, comparably to genetic disruption of local ChP clock. **(A)** Cartoon depicting the workflow; created with BioRender.com. **(B)** Representative double-plotted actogram of a mouse with sham surgery (controls) and SCN lesion (SCNx) recorded in constant darkness (DD); black and grey boxes indicate the time of lights off and on during the previous light-dark regime, respectively. **(C)** Corresponding Chi-square periodograms of the activity rhythms shown in Fig. 1B, Qp – Chi-square statistics. **(D)** Histology showing the SCN of a representative sham-operated mouse and of the SCNx mouse from Fig. 1B. **(E)** Volcano plot of genes identified as differentially expressed (DEGs) by pairwise DESeq2 analysis between Control and SCNx samples pooled across all time points using the dataset of genes with an average TPM ≥ 1 (referred to as filtered background). Selected genes are annotated; 174 up- (green) and downregulated (blue) genes submitted to further analysis are highlighted. **(F)** DEGs with Benjamini-Hochberg false discovery rate adjusted P value (FDR) < 0.25 were submitted to over-representation analysis (ORA) against filtered background. Volcano plot shows the most enriched Gene Ontology (GO) terms (annotated non-redundant terms). **(G)** The rhythmicity threshold (Q < 0.4) was chosen after plotting the number of cycling genes in Control (blue) and SCNx (red) against FDR Q value of three independent detection methods (eJTK, BIO_CYCLE, ARSER). **(H)** Venn diagram of genes identified as rhythmic in Control (red) and SCNx (green). **(I)** Heatmap of genes identified as significantly rhythmic in Control (left) or SCNx (right) samples, normalized and sorted by phase. Representative genes of distinct phase clusters are annotated. **(J)** Polar histogram of genes identified as rhythmic in Control (left) and SCNx (right) with calculated Rayleigh vector showing the mean phase. **K.** Histogram of log-transformed amplitudes of all genes identified as rhythmic in Control (left) and SCNx (right), Mann-Whitney test. **L.** Histograms of log-transformed amplitudes of all genes identified as rhythmic in Control and the same genes in SCNx (left), or vice versa (right), compared by Wilcoxon signed-rank test. **M.** Absolute values of normalized day-night differences of only the most cycling transcripts (Q < 0.1, *n* = 38) between the three groups (1 sample / time point). Dunn’s test, mean ± 95% CI (confidential interval), ** *P* < 0.01, **** *P* < 0.0001

### Locomotor activity measurement

The locomotor activity of mice was monitored throughout the experiment individually in cages equipped with infrared movement detectors positioned centrally above the top of each cage, and the activity was detected using a circadian activity monitoring system (Dr. H.M. Cooper, INSERM, France) as required. The activity was recorded every minute, and double-plotted actograms and Chi-square periodograms [37] were generated to visualize the data with Chi-square statistics set at *P* < 0.0001; significant periodogram peaks within the circadian range of SCNx mice were below 10% of an average Ctrl peak (Fig. S1). The parameters of circadian rhythmicity were analyzed using the ClockLab toolbox (Actimetrics, USA) and Fiji ImageJ plugin ActogramJ [38].

### Collection of ChP samples for RNA isolation

After exposure to constant darkness to verify absence of locomotor activity rhythms as a marker of SCN lesion success, the C57BL/6J mice of Ctrl and SCNx groups (*n* = 12 per group) were returned to the original LD12:12 regime for one week to synchronize with the LD cycle. Subsequently, the lights were not switched on in the morning (assigned as circadian time, CT0), and mice remained in constant darkness for the following two days during which they were sacrificed every 4 h (from CT0 to CT44, 12 time points). ChP from the 4th ventricle was removed by pincers and immediately immersed into RNAlater. FoxJ1-ERT2-Cre^+/-^; *Bmal1*^fl/fl^ (KO) mice maintained in LD12:12 were sacrificed at two time points; 7 h after the lights on for the day time point, i.e., Zeitgeber time (ZT)7 and 6 h after the lights off for the night time point, i.e., ZT18, at Taipei Medical University, Taipei, Taiwan. Whole brains were removed, frozen on dry ice, embedded in OCT compound (Sakura Finetek), and then cold-shipped to Prague. Upon arrival, they were sectioned on cryocut and ChP from the 4th ventricle was sampled by laser-capture microdissection.

### RNA-Seq

Total RNA from individual samples of ChP from mice of Ctrl, SCNx and KO groups was purified by RNeasy Micro Kit (Qiagen, Germany) following the manufacturer’s instructions, treated with On-Column DNAse I digestion set (Sigma) for 15 min at 37 °C, and then quantified by spectrophotometry (NanoDrop, ThermoFisher, USA) and fluorimetry (Qubit, ThermoFisher, concentration range 14–49 ng/µl). RNA integrity was tested by capillary electrophoresis (Agilent, USA) with average RIN = 9.1 (7.3 for frozen KO samples). Samples of purified total RNA (*n* = 24 for Ctrl, SCNx; *n* = 2 for KO separately) were processed at the Functional Genomics and Bioinformatics Service Laboratory of the Institute of Molecular Genetics (Prague, Czechia) as follows: rRNA depletion, polyA RNA enrichment, and library preparation using KAPA mRNA HyperPrep Kit (Roche, Switzerland) or Smarter Stranded totRNA-seq low input kit (Takara, Japan; for KO samples); sequencing using Illumina (USA) NextSeq 2000 P3 (50 cycles, SE). Bioinformatics was performed using the nf-core/rnaseq (v3.10.1, 10.5281/zenodo.1400710) workflow pipeline. Reads were mapped to the latest Genome Reference Consortium Mouse Build 39 (Mm_39_104_nf310); all samples passed quality control (MultiQC v1.13); read counts and transcripts per million (TPM) were calculated by Salmon and Stringtie. Only genes with average TPM ≥ 1 / sample (i.e., the sum of 12 TPM values in 12 samples in each group TPM_sum_ ≥ 12; referred to as filtered background) were analyzed further. Differential expression between all Ctrl and SCNx samples was analyzed by DESeq2 using RNAlysis 3.8 GUI [39].

### Rhythmicity detection

To identify circadian cycling genes with medium-to-high amplitude, three different algorithms were used – eJTK [40–42], ARSER [43] and BIO_CYCLE [44, 45]. After examining the dependence of number of cycling genes on Benjamini-Hochberg (BH) false discovery rate (FDR)-adjusted score (FDR corrected empirical P value in case of eJTK, FDR adjusted Q value in case of ARSER and BIO_CYCLE) of all three algorithms, the rhythmicity threshold was set at below 0.4. To detect phase of the cycling genes, BIO_CYCLE variable LAG was used; to predict relative amplitude and avoid its masking by highly expressed medium amplitude genes, minimum TPM values of each gene were set to 1 before using BIO_CYCLE to calculate AMPLITUDE variable from the normalized TPM values. Rhythmic genes in Ctrl group were divided to six clusters according to their profiles by K-means clustering in RNAlysis 3.8.

### Enrichment, statistics and visualization

Genes were divided into subsets using either DESeq2, rhythmicity threshold or K-means clustering and submitted to over-representation analysis (ORA, implemented in WebGestalt toolkit [46]) against filtered background, showing top ten enriched terms with BH FDR < 0.1 (0.25 in case of differential expression between pooled Ctrl and SCNx samples). Cytoscape v.3.10 was used to detect and visualize protein-protein interactions (STRING database) significantly enriched (FDR < 0.05) against filtered background. Bar plots were prepared in Prism (Graphpad, USA), other plots in seaborn + matplotlib, statistical comparisons (Wilcoxon signed rank test, Kruskal-Wallis and Dunn’s test) were performed in Prism, scipy or statsmodels Python packages.

### In vivo injections

*mPer2*^*Luc*^ mice with successfully ablated SCN (checked as described above; *n* = 6) were arrhythmic in constant darkness for 14 days. At 12:00 (corresponded to ZT5 on the previous LD cycle) on day 1, they were subjected to intraperitoneal injection of dexamethasone (SCNx + Dex; 0.15 mg/ml Dex in PBS solution, 0.2 ml per mice, approx. 1 mg/kg, Merck) in darkness using night vision goggles with minimal handling. The injections were repeated at the same time on day 2 and day 3. On day 3, the animals were sacrificed 1 h after injection and organotypic ChP explants were prepared as detailed below. Since the injection is a stressful procedure that increases endogenous glucocorticoid levels, the effect of Dex on the ChP clock was compared with the clock parameters in naïve SCNx mice.

### Organotypic explant preparation and bioluminescence recordings

*mPer2*^*Luc*^ mice from Ctrl (*n* = 3), SCNx (*n* = 3) and SCNx + Dex (*n* = 6) groups were sacrificed by rapid cervical dislocation between 12:00 and 13:00, corresponding to CT5-6 of the Ctrl group with intact SCN. ChP explants were dissected from the 4th ventricle as described previously [21]. The explants were immediately placed onto Millicell Culture Inserts (Merck) inside a 6-well plate containing 1 ml of air-buffered recording medium (DMEM supplemented with 100 U/ml penicillin, 100 µg/ml streptomycin, 1% GlutaMAX, 2% B27 supplement (ThermoFisher) and 0.1 mM D-Luciferin (Biosynth, Switzerland)). The bioluminescence traces were recorded in a motorized Luminoview LV200 luminescence microscope (Olympus, Japan) fitted with an autofocusing LUCPLFLN20X objective (Olympus), a stage top incubator set to 37 °C/100% humidity (Tokai HIT, Japan) and a water cooled ImageEM X2 EMCCD camera (Hamamatsu, Japan), with an exposure time of 9.5 min and electromagnetic gain 250. Six explants in a plate were imaged every 1 h for 120 h by CellSens Dimensions (Olympus) and exported as 16-bit TIFFs. Cosmic rays were removed by pixelwise subtraction of consecutive images. Whole ChP explants were manually traced in Fiji ImageJ and algorithmically subdivided into 4684–6434 approximately cell-sized regions of interest (ROIs). Data were exported as mean intensity signal and XY coordinates and analyzed after detrending and denoising by a custom modified Python script based on per2py package [47].

## Results

### SCN lesion results in downregulation of endoplasmic reticulum and cation transport genes in choroid plexus in vivo

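Choroid plexus of the 4th ventricle was dissected with pincers from 12 sham-operated mice (Ctrl) and from 12 mice with an electrolytic lesion of the suprachiasmatic nuclei (SCNx), which removes the central circadian pacemaker. In each group 1 mouse was killed every 4 h in constant darkness, from CT0 to CT44. Every time point of a group is therefore a single mouse, and a library is named here by its group and circadian time, as in Ctrl CT0. The authors made libraries of polyadenylated RNA, mapped the single-end reads to GRCm39 with the Ensembl 104 annotation, and deposited the number of reads that Salmon estimated for each gene, without normalization. These estimated counts were rounded to whole numbers and scaled with edgeR's TMM factors, which lay between 0.955 and 1.08. Values below in CPM are these counts scaled to library size. Genes are given by the symbols and Ensembl identifiers of the authors' table, and no coordinates are given because the reference at hand was of another genome build.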

ChP samples collected from Ctrl and SCNx C57BL/6J mice were sequenced on the Illumina NextSeq 2000. We obtained 41.6–48 million reads uniquely mapped to the mouse genome per each wild type ChP sample. 

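In the deposited table, between 38751201 and 47335258 estimated counts fell on genes in the 12 Ctrl libraries (median 44055189) and between 41807043 and 49527655 in the 12 SCNx libraries (median 43527425). A Ctrl library held from 23730 to 25838 genes with at least 1 count, and an SCNx library from 24229 to 26991. Mitochondrial genes took a median of 5.55% of the counts in Ctrl and 6.49% in SCNx.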

After exploring TPM cross-sample correlation and distribution (Fig. S2A, B), we further analyzed all genes with average TPM ≥ 1 / sample that were assigned a unique gene ID (*n* = 13,077).

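The tests on the estimated counts covered the 13697 of 55416 listed genes whose mean CPM was at least 1 in each group. These genes held at least 99.1% of the counts of every library. A minimum mean CPM of 0.5 gave 15076 genes and one of 5 gave 10747, and 40287 genes had at least 1 count in any library. No pair of the libraries had identical counts. Across the 24 libraries, the first principal component of log2 CPM held 31.8% of the variance and the next 28.0%.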

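By mean CPM in the Ctrl libraries, Ttr (ENSMUSG00000061808) ranked 1 with 89221 ± 4163 (SD, n = 12 mice) and Enpp2 (ENSMUSG00000022425) ranked 2 with 59051 ± 3596. The next highest genes were Rn18s (ENSMUSG00000119584), which codes for ribosomal RNA, and mitochondrial genes. Mean CPM in Ctrl was 3468 ± 210.1 for Igf2 (ENSMUSG00000048583), 2435 ± 112 for Clu (ENSMUSG00000022037), 1531 ± 93.8 for Igfbp2 (ENSMUSG00000039323) and 612 ± 42.3 for Folr1 (ENSMUSG00000001827) (SD, n = 12). In SCNx the mean was 82292 ± 10122 for Ttr and 56400 ± 5216 for Enpp2 (SD, n = 12). Lists of marker genes of cell types were summed in CPM per library. The 10 markers of choroid plexus epithelium had a median sum of 159668 in Ctrl and 151605 in SCNx, and all 24 libraries lay between 114421 and 170075. Medians in Ctrl and SCNx were 384 and 403 for the 5 fibroblast markers, 100.2 and 134 for the 4 endothelial markers, and 53.2 and 62.6 for the 5 macrophage markers. For surrounding brain, medians were 19.9 in Ctrl and 19.0 in SCNx for the 13 markers of neurons and cerebellum, 77.1 and 67.0 for the 5 oligodendrocyte markers, and 147 and 142 for the 5 astrocyte markers. The neuron list reached 364 in Ctrl CT4 and 546 in SCNx CT32, and the astrocyte list 722 and 884 in the same libraries. A list of 24 hepatocyte genes, drawn up after the liver genes had been seen, summed to 4122 in Ctrl CT16 and 15358 in SCNx CT0, against a median of 4.23 in Ctrl and 10.1 in SCNx.

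**Figure D1:**
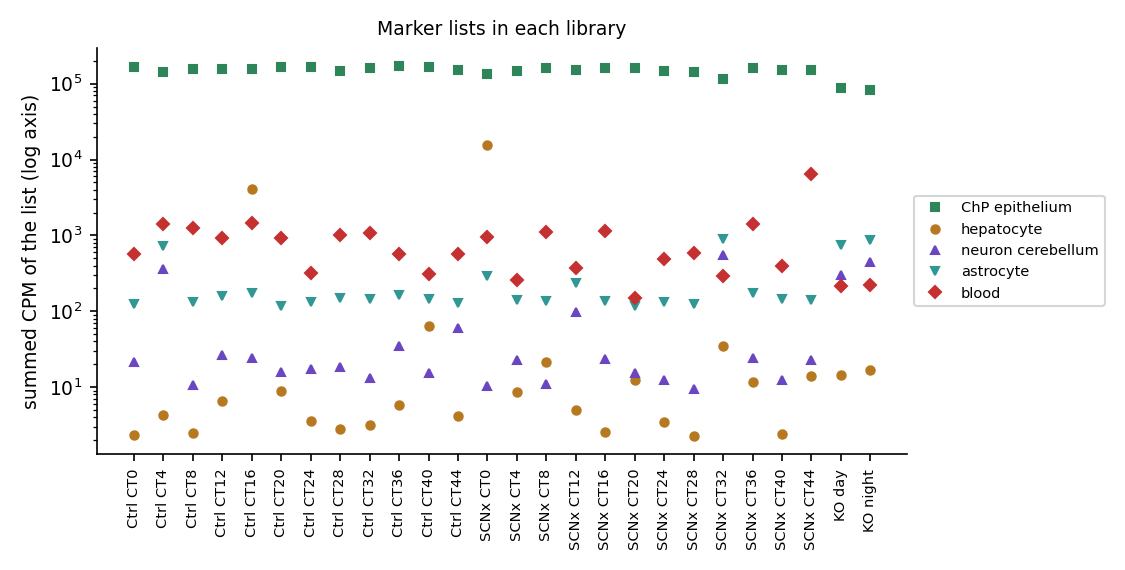
Summed CPM (log axis) of lists of cell type markers in each of the 26 libraries, 1 point per list and library. The epithelial list stays high in every Ctrl and SCNx library, while the hepatocyte list stands out in Ctrl CT16 and SCNx CT0 and the neuron list in Ctrl CT4 and SCNx CT32.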

Successful isolation of ChP samples without contamination from surrounding cerebral tissue was confirmed by the result that among the chromosomal genes with the highest expression were those coding for well-known ChP-enriched secreted proteins (supplemental Table S1), such as *Ttr* (transthyretin, which transports thyroxine from the bloodstream to the brain), *Enpp2* (autotaxin, responsible for the production of lysophosphatidic acid in extracellular fluids), *Clu* (clusterin, extracellular chaperone), *Igf2* (insulin-like growth factor 2) and *Igfbp2* (insulin-like growth factor-binding protein 2) [30, 31], as well as ChP markers such as *Folr1* (folate receptor alpha [48]).

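All 12 SCNx libraries were set against all 12 Ctrl libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the time points pooled as the paper did. The median absolute log2 fold change over the 13697 genes was 0.056, and its 95th percentile was 0.39.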

We used DESeq2 to explore differential expression between the Ctrl and SCNx groups. Only 11 genes were significantly differentially expressed between the groups (FDR < 0.05, max. log fold change ± 0.3) when all time points were analyzed together; 174 genes with FDR < 0.25 (Fig. 1E) were submitted to over-representation analysis (ORA), which revealed several significantly enriched Gene Ontology (GO) terms related to Endoplasmic reticulum (ER), ER membrane, Golgi complex and cation transport (Fig. 1F). 

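With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes had an adjusted p under 0.05 and 0 had one under 0.25, and the smallest adjusted p was 0.266. At an unadjusted p under 0.05 there were 1283 genes, 628 lower and 655 higher in SCNx, where 685 are expected by chance. DESeq2's Wald test moved these counts most among the settings, to 14 genes under 0.05 and 211 under 0.25, of which 161 were lower in SCNx. Single mice decided the counts as well. Without SCNx CT36 there were 294 genes under 0.25 and without SCNx CT8 there were 180, while leaving out SCNx CT32 gave 3 genes under 0.05. The genes with the smallest p and lower values in SCNx had log2 fold changes of -0.26 ± 0.054 for Tnfrsf12a (ENSMUSG00000023905), -0.15 ± 0.031 for Ormdl3 (ENSMUSG00000038150), -0.25 ± 0.053 for Steap3 (ENSMUSG00000026389), -0.31 ± 0.068 for Pcsk2 (ENSMUSG00000027419) and -0.17 ± 0.036 for Mgat1 (ENSMUSG00000020346) (SE). Those with higher values had log2 fold changes of 0.33 ± 0.074 for Pcdhga5 (ENSMUSG00000103567), 0.50 ± 0.12 for Ly86 (ENSMUSG00000021423), 0.56 ± 0.13 for Nlrc5 (ENSMUSG00000074151) and 0.19 ± 0.046 for Numa1 (ENSMUSG00000066306) (SE). Pcdhga5 is one of a cluster of protocadherin genes with near-identical exons and its count is uncertain. By edgeR's quasi-likelihood test, adjusted p was 0.266 for Tnfrsf12a, Ormdl3, Steap3, Pcsk2, Mgat1, Pcdhga5 and Ly86, 0.269 for Nlrc5 and 0.314 for Numa1.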

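Whole lists of genes were tested between the groups with camera at a preset correlation of 0.01. In a list of 65 genes of ER protein processing, 51 had lower fitted values in SCNx, with a median log2 fold change of -0.058 and a Benjamini-Hochberg adjusted p of 6.22e-05 from camera over 18 lists. Camera also called the 5 macrophage markers, of which 5 were higher in SCNx (median log2 fold change 0.18, adjusted p = 0.00133), and the 10 epithelial markers, of which 8 were lower (median -0.073, adjusted p = 0.00861). None of these 3 calls held under fry, which estimates the correlation between genes from the data (adjusted p = 0.746 for ER protein processing, 0.252 for macrophages and 0.746 for epithelium). The adjusted p of the other 15 lists from camera ranged from 0.154 to 0.847. Adjusted over the list alone, 1 of the 5 macrophage genes, Ptprc (ENSMUSG00000026395), reached an adjusted p under 0.05 by edgeR's quasi-likelihood test, and 0 genes of the other lists did. Ptprc had a log2 fold change of 0.69 ± 0.19 (SE) and is named because its values were seen.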

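Slc22a8 (ENSMUSG00000063796) averaged 73.6 ± 11.1 CPM in Ctrl and 54.4 ± 10.2 CPM in SCNx (SD, n = 12 mice each). Its log2 fold change was -0.44 ± 0.10 (SE), with an unadjusted p of 0.000169 and an adjusted p of 0.266 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2's Wald test placed it among its genes with an adjusted p under 0.05. The fold change lay below 0 in every fit with other settings or with single mice left out.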

Among the downregulated genes was *Slc22a8* (organic anion transporter 3, *Oat3*), a previously described organic transporter responsible for organic anion distribution in CSF [49]. As the overall differences between the whole Ctrl and SCNx groups were minor, we performed time-resolved transcriptomic analysis.

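Of the other genes annotated in Fig. 1E, Shisa4 (ENSMUSG00000041889), Tmem53 (ENSMUSG00000048772), Chpf (ENSMUSG00000032997), Matn4 (ENSMUSG00000016995), Hs3st1 (ENSMUSG00000051022), Tmem38a (ENSMUSG00000031791), Brinp1 (ENSMUSG00000028351) and Fmod (ENSMUSG00000041559) were lower in SCNx, with log2 fold changes from -0.39 to -0.22 and adjusted p from 0.266 to 0.366 by edgeR's quasi-likelihood test. Higher in SCNx were Cyp26b1 (ENSMUSG00000063415), Sncg (ENSMUSG00000023064), Lama2 (ENSMUSG00000019899), Osmr (ENSMUSG00000022146) and Baiap3 (ENSMUSG00000047507), with log2 fold changes of 1.35 ± 0.34 for Cyp26b1, 0.54 ± 0.17 for Sncg, 0.51 ± 0.16 for Lama2, 0.44 ± 0.14 for Osmr and 1.67 ± 0.54 for Baiap3 (SE) and adjusted p from 0.355 to 0.410 by the same test. The value of Baiap3 came from the library SCNx CT32 with 81.6 CPM, where the other SCNx libraries held at most 5.04 CPM. Sncg was highest in the same library at 39.0 CPM, and Cyp26b1 was high in SCNx CT12, SCNx CT24 and SCNx CT40 with 27.4, 32.6 and 31.2 CPM.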

### Circadian transcriptional rhythms in ChP depend on intact SCN in vivo

To identify circadian cycling transcripts, we took advantage of two-day sequential sampling in constant darkness. 

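For each gene, a mean and a 24 h cosine and sine were fitted to the 12 mice of each group in one edgeR model over the 24 libraries, so that both groups shared one estimate of the spread. The cosine and sine of a group were tested together against 0, and a further test asked whether they differed between Ctrl and SCNx. A gene is called rhythmic below when the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.05. The amplitude is that of the fitted curve on the log2 scale, which is the distance from the mean to the peak, and peak times are in h after CT0 with both cycles laid on one another. Beside a named gene stands the number of other fits, with other settings or without single mice, that changed its call. The fits without both Ctrl CT16 and SCNx CT0, or without both Ctrl CT4 and SCNx CT32, were chosen after the data had been seen.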

We employed three previously described algorithms, each based on different rhythmicity detection method – eJTK, ARSER and BIO_CYCLE (see methods for details). 

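As an alternative, a rank test of the eJTK type was run in each group on log2 CPM, with Kendall's tau against 132 templates of a 24 h period and an empirical p from 1000000 random orders. It was written from the description of eJTK, and ARSER and BIO_CYCLE were not run. At Q under 0.4 it gave 6925 genes in Ctrl and 1 in SCNx, P4htm (ENSMUSG00000006675), which was named after its value had been seen. Its unadjusted p was under 0.05 for 3627 genes in Ctrl and 884 in SCNx.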

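The number of genes with an adjusted p under 0.05, under 0.1 and under 0.4 from the cosine test was 1459, 2215 and 5712 in Ctrl (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In SCNx it was 0, 0 and 3069. Across the other settings, the SCNx count under 0.4 ranged from 0 in a separate fit per group to 6828 with a linear trend. By the eJTK-type test, 923 genes had a Q under 0.05 and 1855 one under 0.1 in Ctrl. With 200 simulated rhythmic genes whose amplitude equalled the residual SD, that rank test recovered 0 at Q under 0.4, and at an amplitude of 2 SD it recovered 36.5% and called 38 unchanged genes.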

We empirically set alpha value for FDR-adjusted Q-values of all three methods to 40% based on exploring how they influence the number of identified cycling genes in both groups (Fig. 1G). This allowed us to detect considerable number of rhythmic transcripts in the Ctrl group (*n* = 732, Fig. 1H, I left) while simultaneously minimizing the number of low amplitude and/or false positives in the SCNx group (*n* = 27, Fig. 1H, I right). This resulted in a large number of false positives with clearly non-circadian variation in transcript levels. 

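Of the 13697 genes tested, 24.8% had an unadjusted p under 0.05 for a 24 h rhythm in Ctrl and 14.8% in SCNx, that is 3398 and 2032 genes, where chance gives 685. The smallest adjusted p was 1.85e-08 in Ctrl and 0.137 in SCNx by edgeR's quasi-likelihood test. Among the genes rhythmic in Ctrl, 1443 also had a Q under 0.4 by the rank test. The difference of the rhythm between the groups had an adjusted p under 0.05 for 291 genes, 283 of them rhythmic in Ctrl. For the genes rhythmic in Ctrl the rank test at Q under 0.4 moved the count most. At an adjusted p under 0.05, the SCNx count moved most without the filter on low counts, to 1384 genes, of which 531 were among those tested with the filter, and DESeq2's likelihood ratio test gave 432. Without Ctrl CT44 the Ctrl count was 918 and without SCNx CT32 it was 2249. Leaving out SCNx CT24 gave 6 genes in SCNx. Of the genes that differed, 46 fell under the minimum CPM without the libraries Ctrl CT16 and SCNx CT0, which were rich in liver transcripts, and 164 of the other 245 were still called, a fit chosen after the data had been seen. The count of genes that differed ranged from 163 without SCNx CT16 to 466 without SCNx CT32.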

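With the 12 circadian times permuted within each group, in 100 draws with the real order included, the median number of genes called rhythmic was 0 in Ctrl and 0 in SCNx at an adjusted p under 0.05 (edgeR's quasi-likelihood test). The highest was 166 in Ctrl and 100 in SCNx. At an adjusted p under 0.4 the drawn orders gave up to 2604 genes in Ctrl and 5529 in SCNx. In SCNx, 14 of the 100 orders gave at least as many genes at 0.4 as the real order, and in Ctrl only the real order did.

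**Figure D2:**
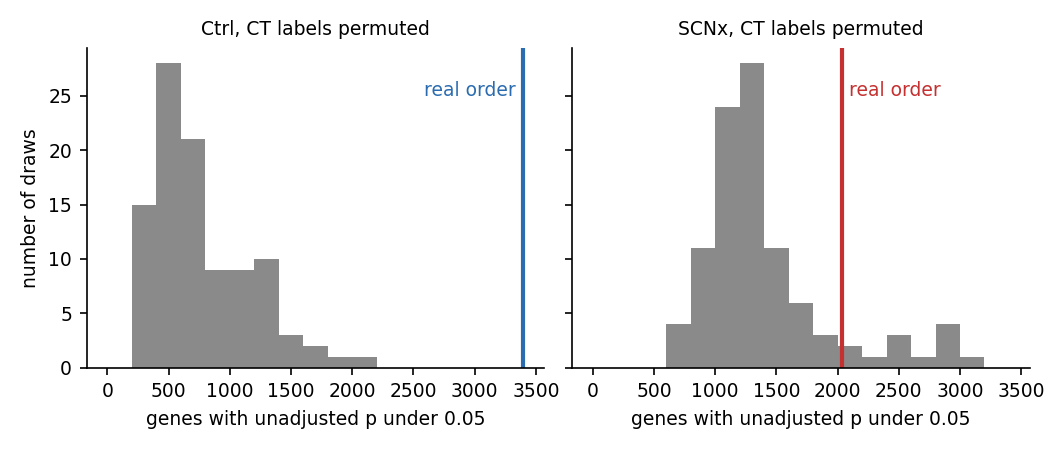
Number of genes with an unadjusted p under 0.05 for a 24 h rhythm (horizontal axis) in the draws with permuted circadian times (grey bars, number of draws on the vertical axis) and in the real order (coloured line), in Ctrl and SCNx. The drawn orders reach 2049 genes in Ctrl, below the 3398 of the real order, and 3076 in SCNx, above the 2032 of the real order.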

Our data underscore the need for careful use of rhythmicity prediction algorithms, ideally together with arrhythmic or randomized control.

When ranked by relative amplitude, the four top scoring genes in Ctrl group were clock genes *Nr1d1/Rev-Erbα*, *Ciart/Chrono*, *Arntl/Bmal1* and *Dbp*. Additionally, all other known clock genes were identified as rhythmic, with the exception of *Cry1* and *Rora* (which were below the rhythmicity threshold, see Fig. 4A and discussion), and *Rorb* and *Bmal2* (which were not expressed in ChP). 

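By log2 amplitude of the fitted curve in Ctrl, Orm1 (ENSMUSG00000039196), Fgb (ENSMUSG00000033831), Mup10 (ENSMUSG00000078680), Fga (ENSMUSG00000028001) and Pzp (ENSMUSG00000030359) ranked 1 to 5 among the rhythmic genes, with peaks between 15.6 and 16.1 h. These are genes of liver cells whose counts came almost wholly from the library Ctrl CT16, where their CPM lay between 139 and 336 against at most 3.66 in the other Ctrl libraries. Without Ctrl CT16, 0 of these 5 genes reached the minimum CPM, so that their calls rest on this library, and limma-trend called none of them (adjusted p from 0.170 to 0.322). They were below it without SCNx CT0 too, the library richest in such transcripts in SCNx. The rank test gave Q of 0.528 for Orm1 and Mup10, and of the 32 fits that tested it, Mup10 lost the call in 7 (adjusted p up to 0.352 with 1 surrogate variable). Mup10 belongs to a family of near-identical genes and its count is uncertain. In all, 59 genes called rhythmic in Ctrl had over 10 times their Ctrl median in Ctrl CT16. With these left out, Ciart (ENSMUSG00000038550) ranked 1, Nr1d1 (ENSMUSG00000020889) 2, Arntl (ENSMUSG00000055116) 4 and Dbp (ENSMUSG00000059824) 5. Rank 3 went to Grin2a (ENSMUSG00000059003), a neuronal gene whose count was high in Ctrl CT4 and which was named after its value had been seen. The log2 amplitude was 2.81 ± 0.25 for Ciart, 2.45 ± 0.20 for Nr1d1, 2.23 ± 0.080 for Arntl and 2.04 ± 0.053 for Dbp (SE), with adjusted p of 2.14e-06 for Ciart, 4.73e-07 for Nr1d1, 1.61e-06 for Arntl and 1.09e-06 for Dbp by edgeR's quasi-likelihood test over 13697 genes. The peaks were at 7.55 h for Nr1d1, 10.2 h for Dbp, 11.2 h for Ciart and 22.9 h for Arntl. From peak to trough the fitted curve spanned 49.3-fold for Ciart and 29.9-fold for Nr1d1.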

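All 19 tested genes of a list of 21 clock and clock-controlled genes had an adjusted p under 0.05 in Ctrl by edgeR's quasi-likelihood test. After those with the largest amplitudes, the log2 amplitude was 1.30 ± 0.15 for Per2 (ENSMUSG00000055866), 1.27 ± 0.10 for Npas2 (ENSMUSG00000026077), 1.24 ± 0.064 for Per3 (ENSMUSG00000028957), 1.12 ± 0.12 for Bhlhe41 (ENSMUSG00000030256), 1.09 ± 0.091 for Nfil3 (ENSMUSG00000056749) and 1.07 ± 0.071 for Tef (ENSMUSG00000022389) (SE). Their peaks followed one another at 10.1 h for Bhlhe41, 11.4 h for Per3, 11.7 h for Tef, 14.8 h for Per2, 20.9 h for Nfil3 and 0.152 h for Npas2. For Nr1d2 (ENSMUSG00000021775), Hlf (ENSMUSG00000003949), Per1 (ENSMUSG00000020893), Cry2 (ENSMUSG00000068742), Clock (ENSMUSG00000029238) and Bhlhe40 (ENSMUSG00000030103), adjusted p ranged from 4.02e-06 to 0.00871 by edgeR's quasi-likelihood test. Cirbp (ENSMUSG00000045193), also shown in Fig. 4A, had an adjusted p of 0.00120. Rora (ENSMUSG00000032238) peaked at 8.69 h with a log2 amplitude of 0.23 ± 0.047 (SE) and an adjusted p of 0.00714 by the same test, and its Q was 0.0471 by the rank test. Rorb (ENSMUSG00000036192) and Arntl2 (ENSMUSG00000040187) (Bmal2) were below the minimum and not tested, with mean CPM of 0.830 and 0.352 in Ctrl and at most 202 and 47 counts in a library.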

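The fitted peaks of the 1459 genes rhythmic in Ctrl fell at CT10 to CT14 for 172 genes, or 11.8% (95% binomial confidence interval 10.2 to 13.6%, where an even spread gives 16.7%). At CT18 to CT20 were 175 genes, or 12.0% (8.33% if even), and at CT0 to CT9 were 496, or 34.0% (37.5% if even). The intervals treat genes as independent, which genes of one library are not. In bins of 2 h, most peaks fell at 20 to 22 h (261 genes) and 8 to 10 h (227), followed by 6 to 8 h (183). The mean vector had a length of 0.0309. Taking the phase of the best template of the rank test, which lie 2 h apart, 27.8% of its 6925 genes fell at CT10 to CT14, where an even spread over the templates gives 25%. Among fits with 1 mouse left out, the share at CT10 to CT14 was lowest without Ctrl CT12 at 8.57% and highest without Ctrl CT8 at 13.2%.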

Most rhythmic genes peaked around the beginning of the subjective night at CT10-14 or at CT18-20 (Fig. 1J, left), while very few rhythmic genes peaked in the first half of subjective day between CT0 and CT9.

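In SCNx, 427 of the 1459 genes rhythmic in Ctrl, or 29.3%, had an unadjusted p under 0.05 for a 24 h rhythm, and none passed the adjustment over all genes. Among the genes named in the paper, Fkbp4 (ENSMUSG00000030357), Herpud1 (ENSMUSG00000031770), Per3 and Ciart had the smallest p in SCNx, namely 0.000189 for Fkbp4, 0.000281 for Herpud1, 0.000285 for Per3 and 0.000376 for Ciart, each with an adjusted p of 0.137 by edgeR's quasi-likelihood test. The log2 amplitude in SCNx was 1.23 ± 0.26 for Ciart, 0.44 ± 0.11 for Per3, 0.33 ± 0.090 for Herpud1 and 0.16 ± 0.036 for Fkbp4 (SE). Adjusted over the list alone, 8 of the 19 clock genes, 19 of 65 genes of ER protein processing and 16 of 22 heat shock genes had an adjusted p under 0.05 in SCNx by edgeR's quasi-likelihood test. So did 7 of 7 tested genes of neurons and 3 of 5 of astrocytes, lists that stood out in the single library SCNx CT32. Without it 0 and 0 did, so that such a count can come from 1 library. The astrocyte count also fell to 0 without SCNx CT0 and without SCNx CT24. With single mice left out, the count fell to 3 for clock genes (without SCNx CT8), 0 for ER protein processing (without SCNx CT40) and 6 for heat shock genes (without SCNx CT40).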

After surgical destruction of the SCN, ChP’s global transcriptome displayed almost no detectable high or medium amplitude circadian oscillations (Fig. 1K). 

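Over the genes rhythmic in Ctrl, the median log2 amplitude was 0.25 in Ctrl and 0.10 in SCNx, and 1441 of the 1459 genes had the lower amplitude in SCNx. The median ratio of the amplitude in SCNx to that in Ctrl was 0.396, with a jackknife SE of 0.0825 over the mice. Genes chosen for a rhythm in Ctrl have large Ctrl amplitudes by the choice alone. The ratio was therefore also taken with the circadian times of Ctrl permuted, over as many top genes. The SCNx amplitudes stayed those of the real times. The ratio then had a median of 0.592 and a range of 0.464 to 0.778 in the drawn orders. Calculated from the range of the means at the 6 phases in place of the fitted curve, the ratio moved most, to 0.546, which lies inside the range from permuted times, though permuted times were not drawn for this calculation. No p is given across genes, since genes are not replicates. The fitted peak in SCNx lay within 3 h of that in Ctrl for 36.2% of the genes, where chance gives 25%.

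**Figure D3:**
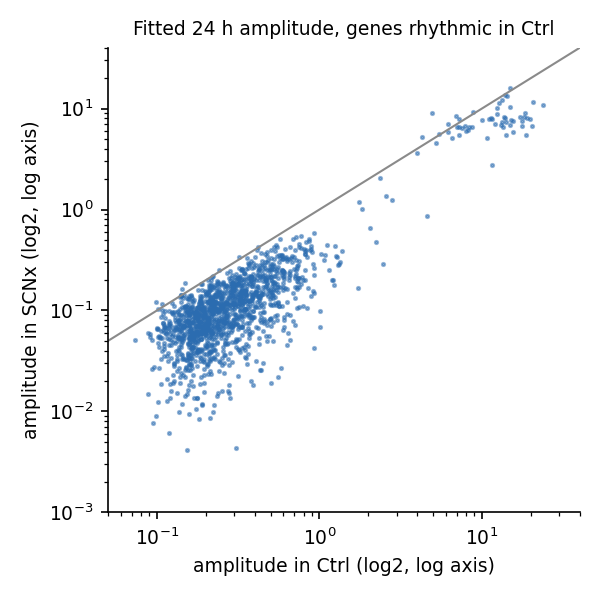
Fitted log2 amplitude in Ctrl (horizontal, log axis) and in SCNx (vertical, log axis) of each gene rhythmic in Ctrl, 1 point per gene, with the line of equal amplitudes in grey. All but 18 points lie below the line, and the points at the right with Ctrl amplitudes above 4 are genes of liver cells.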

Although we cannot rule out the possibility that widespread shallow oscillations persisted, a comparison between the same genes in Ctrl and SCNx groups showed a dramatic and highly significant (Wilcoxon signed-rank test, *P* = 8 × 10^− 114^) decrease in amplitude after SCN lesion (Fig. 1L, left). 

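No gene was rhythmic in SCNx at an adjusted p under 0.05, so that 0 genes were rhythmic in both groups (2032 genes had an unadjusted p under 0.05 in SCNx, edgeR's quasi-likelihood test). The rank test gave 1 gene with a Q under 0.4 in both groups. More genes were rhythmic in both groups at an adjusted p under 0.4, with DESeq2's likelihood ratio test and without the filter on low counts.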

Of the genes identified as rhythmic in the SCNx group only 27 had amplitude marginally higher than that of their Ctrl counterparts (*P* = 0.0039, Fig. 1L, right).

### Circadian transcriptional rhythmicity in ChP dampens in absence of the local clock to the same level as in absence of the SCN

To assess involvement of the local ChP clock in the circadian rhythmicity, we analyzed the transcriptome of additional ChP samples from mice with genetic knockout of essential clock gene, *Bmal1*, in epithelial cells with motile cilia, including those in ChP (referred to as KO, see Materials and Methods). These samples were collected at two time points: during the day (ZT7) and at night (ZT18). 

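Arntl, the targeted gene, had 184 estimated counts in the KO library of ZT7 and 169 in that of ZT18. These are 10.6 and 9.36 CPM of all counts, against 2.11 to 40.3 CPM in the 12 Ctrl libraries and 3.31 to 21.7 in the 12 SCNx libraries. The count covers the whole gene, so that it does not show whether the floxed part of the transcript was lost, and cells without the Cre contribute to it. Foxj1 (ENSMUSG00000034227), whose promoter drives the Cre, had 907 and 1256 counts, or 52.1 and 69.5 CPM, against 134 to 199.97 CPM in Ctrl.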

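The KO group has 1 mouse at each time, so its differences have no replicate check and no p is given. The authors deposited estimated counts per gene for these libraries too, 17425207 in total at ZT7 and 18059227 at ZT18. The KO mice lived under a light/dark cycle, and their tissue was frozen, taken by laser microdissection and made into libraries with a total RNA kit, so that kit, dissection and lighting changed together with the genotype. Mitochondrial genes took 25.1% of the counts at ZT7 and 21.8% at ZT18, and Ttr took 4.21% and 4.77%, against medians of 8.81% in Ctrl and 8.23% in SCNx. Summed CPM at ZT7 and ZT18 was 87130 and 82817 for the epithelial markers, 304 and 452 for the neuron list, 307 and 446 for the oligodendrocyte list and 743 and 866 for the astrocyte list.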

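The 38 genes with the smallest p for a rhythm in Ctrl were compared between a day and a night library in each group, CT8 and CT20 in Ctrl and SCNx and ZT7 and ZT18 in KO. The mean absolute difference in log2 CPM was 1.34 ± 1.08 in Ctrl, 0.68 ± 0.72 in SCNx and 0.22 ± 0.16 in KO (SD over the 38 genes). The genes were chosen on the Ctrl libraries, which favours Ctrl. Among 10000 lists of as many genes matched on mean expression, the median was 0.22 in Ctrl, 0.19 in SCNx and 0.27 in KO, and the 38 genes lay at percentile 100, 100 and 9.14. The difference had the direction of the fitted Ctrl curve for 37 of the 38 genes in Ctrl, 34 in SCNx and 19 in KO. The SCNx value rested on the first cycle. With CT32 and CT44 in place of CT8 and CT20 it was 0.29, and in Ctrl 1.29.

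**Figure D4:**
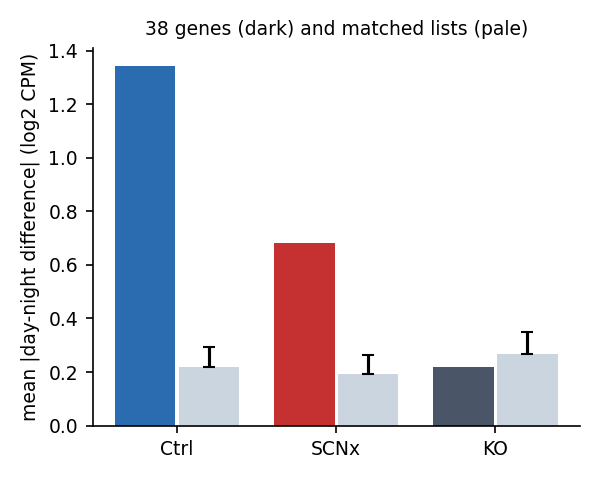
Mean absolute difference in log2 CPM between 1 day and 1 night library (vertical axis) for the 38 genes (dark bars) and the median over the matched lists (pale bars) in Ctrl, SCNx and KO. The 38 genes stand above the matched lists in Ctrl and SCNx and below them in KO.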

A comparison of the absolute values of normalized day-night differences among the top cycling genes across the three groups suggested (Fig. 1M) that the effects of the targeted genetic disruption of the local clock in ChP were at least comparable to the effects of the SCN lesion on ChP rhythms.

### Circadian regulation, ER protein processing, and histone complex are the main enriched terms among the rhythmic ChP genes

We employed ORA, analyzing all rhythmic genes against filtered background, to characterize the circadian transcriptome of ChP in Ctrl mice. 

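Lists of genes were tested for an excess among the 1459 rhythmic genes with Fisher's exact test, one-sided, against the 13697 genes tested. The lists were 12 of clock, ER, heat shock, glucocorticoid and cell type genes and 6 Reactome sets, 18 in all. The number of their genes among as many top genes was also counted with permuted circadian times, since genes that vary together inflate Fisher's test. Over the 18 lists, 6 had a Benjamini-Hochberg adjusted p under 0.05 by Fisher's test, and 7 did with rhythmic genes taken at an adjusted p under 0.4.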

First, we visualized the gene network using the STRING protein-protein interactions database in Cytoscape (Fig. 2A). 

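In the clock list, 19 of 19 tested genes were rhythmic in Ctrl where 2.02 are expected (Fisher's exact test, one-sided, Benjamini-Hochberg adjusted p = 5.38e-18). In the list of ER protein processing, 32 of 65 were rhythmic where 6.92 are expected (adjusted p = 5.34e-14). Counted with permuted circadian times, 1 of 100 orders, the real one, reached the clock count and 5 reached the ER count, the highest with 37 genes. Of the histone genes, 8 of 24 tested were rhythmic in Ctrl. Histone genes share near-identical sequence, so that each one's count is uncertain.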

The majority (77%) of the identified rhythmic genes formed a single large network, with three major subnetworks enriched in Circadian rhythm (clock genes), ER Protein processing (mainly ER chaperones, see details below), and C-terminus of histone H2A (mainly histones and associated proteins). Moreover, related GO (Fig. 2B) and KEGG (Fig. 2C) terms were significantly enriched. 

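Adjusted over the list alone, 19 clock genes and 41 genes of ER protein processing were rhythmic in Ctrl by edgeR's quasi-likelihood test. The rhythm differed between Ctrl and SCNx at an adjusted p under 0.05 over all genes for 15 clock genes and 13 ER genes, and adjusted over the list alone for 19 and 22. The median log2 amplitude of the tested ER genes was 0.19 in Ctrl and 0.11 in SCNx.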

Chaperone Protein class, ER and histone-related Reactome terms were similarly enriched (Fig. 2C). 

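In the heat shock list, 17 of 22 genes were rhythmic in Ctrl (expected 2.34, Fisher's exact test, one-sided, adjusted p = 2.52e-12), and 1 of 100 orders of the circadian times, the real one, gave as many. Of the Reactome sets, the calnexin and calreticulin cycle had 5 of 11 rhythmic genes (adjusted p = 0.0131), which 13 of the 100 orders reached. Regulation of the HSF1-mediated heat shock response had 6 of 54 (adjusted p = 0.782 by the same Fisher's exact test), and 0.0246 with rhythmic genes at an adjusted p under 0.4. PRC2 methylation of histones and DNA had 3 of 17 (adjusted p = 0.538, and 0.0396 at 0.4), and condensation of prophase chromosomes had 2 of 13 (adjusted p = 0.695). These histone sets rest on counts that near-identical genes share. The senescence-associated secretory phenotype had 5 of 40 and the beta-catenin:TCF transactivating complex 5 of 27, with adjusted p of 0.695 and 0.345 by Fisher's exact test. Among the cell type lists, 3 of 5 fibroblast markers were rhythmic (adjusted p = 0.0307, and 0.227 at 0.4), a number that 22 of the 100 orders reached. The epithelial list had 3 of 10 (adjusted p = 0.210, Fisher's exact test), a number that 1 of the 100 orders, the real one, reached. In the astrocyte, blood, endothelium, macrophage, neuron and oligodendrocyte lists, 0 genes were rhythmic.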

Finally, we identified several enriched transcription factor (TF) target sequences (Fig. 2C) – among them, known circadian regulators, such as E4BP4/NFIL3, CREBP1/ATF2 and HLF, as well as the heat shock factor (HSF).

**Fig. 2:**
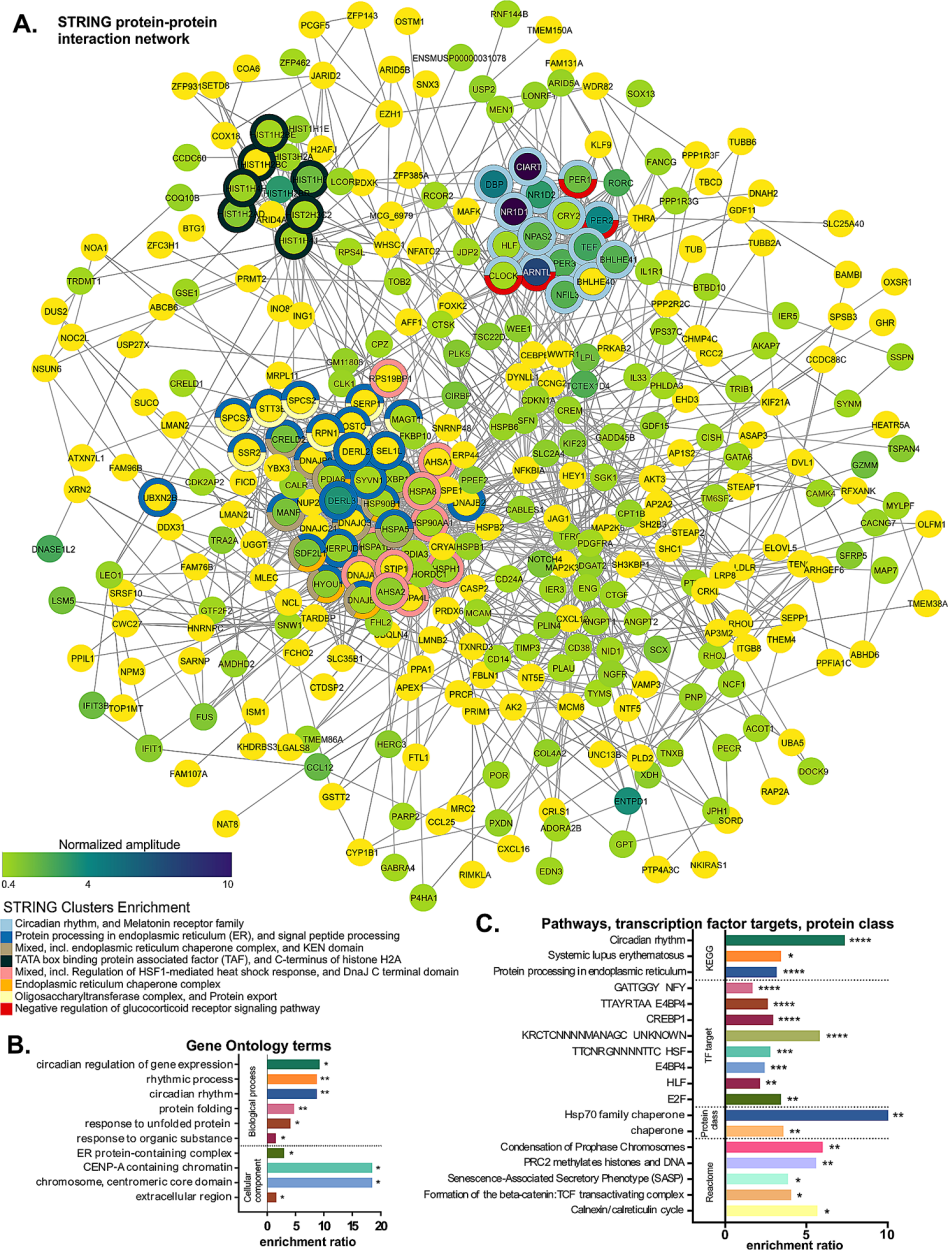
Circadian oscillating genes are dominantly enriched for Circadian rhythm, Endoplasmic reticulum and Histone-related terms. **(A)** Rhythmic genes from Control samples were analyzed for protein-protein interactions using the STRING database. Out of 641 genes recognized by Cytoscape, 494 formed the largest subnetwork, which was further simplified down to nearest neighbors resulting in 345 visualized gene nodes. Normalized amplitude of each rhythmic gene is depicted by color gradient (vivid yellow to blackcurrant, from lowest to highest amplitude). Rhythmic genes functionally annotated via STRING database that were significantly (FDR < 0.05) enriched against the filtered background are marked by color-coded donut charts, see for example genes that are part of the significantly enriched STRING Cluster “Circadian rhythm” in light blue (see legend). Note the three main subnetworks formed by clock genes, chaperones and histones. **(B)** Rhythmic genes from Control samples were submitted to ORA against filtered background. Bar plot of significantly enriched GO Biological process and Cellular component terms showing fold enrichment with asterisks denoting FDR. **(C)** Bar plot of significantly enriched pathways (KEGG, Reactome databases), Transcription factor (TF) targets and PANTHER Protein Classes. * FDR < 0.05, ** FDR < 0.01, *** FDR < 0.001, **** FDR < 0.0001

### Time-specific clustering of rhythmic ChP processes

To identify the time of day when specific rhythmic ChP functions are activated in Ctrl mice, we used K-means clustering to categorize all rhythmic genes (Fig. 3A) into six distinct phase/amplitude clusters (Fig. 3B and C, right), each containing between 79 and 181 genes.

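The 1459 rhythmic genes were grouped into 6 clusters by k-means with 50 starts on their log2 CPM over the 12 Ctrl libraries, each gene scaled to a mean of 0 and an SD of 1. Clusters 1 to 6 held 479, 309, 294, 174, 144 and 59 genes, and their mean curves peaked at 8.26, 22.1, 19.3, 13.0, 2.72 and 16.0 h in this order. The clusters explained 71.1% of the variance. The genes of cluster 6 had a median log2 amplitude of 12.41. Its mean curve was highest in the library Ctrl CT16, where genes of liver cells were abundant. With counts that stand out in 1 library, such fitted amplitudes cannot be read as the size of a rhythm. With genes rhythmic at an adjusted p under 0.4 (edgeR's quasi-likelihood test), the largest cluster moved most, to 1520 genes.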

**Fig. 3:**
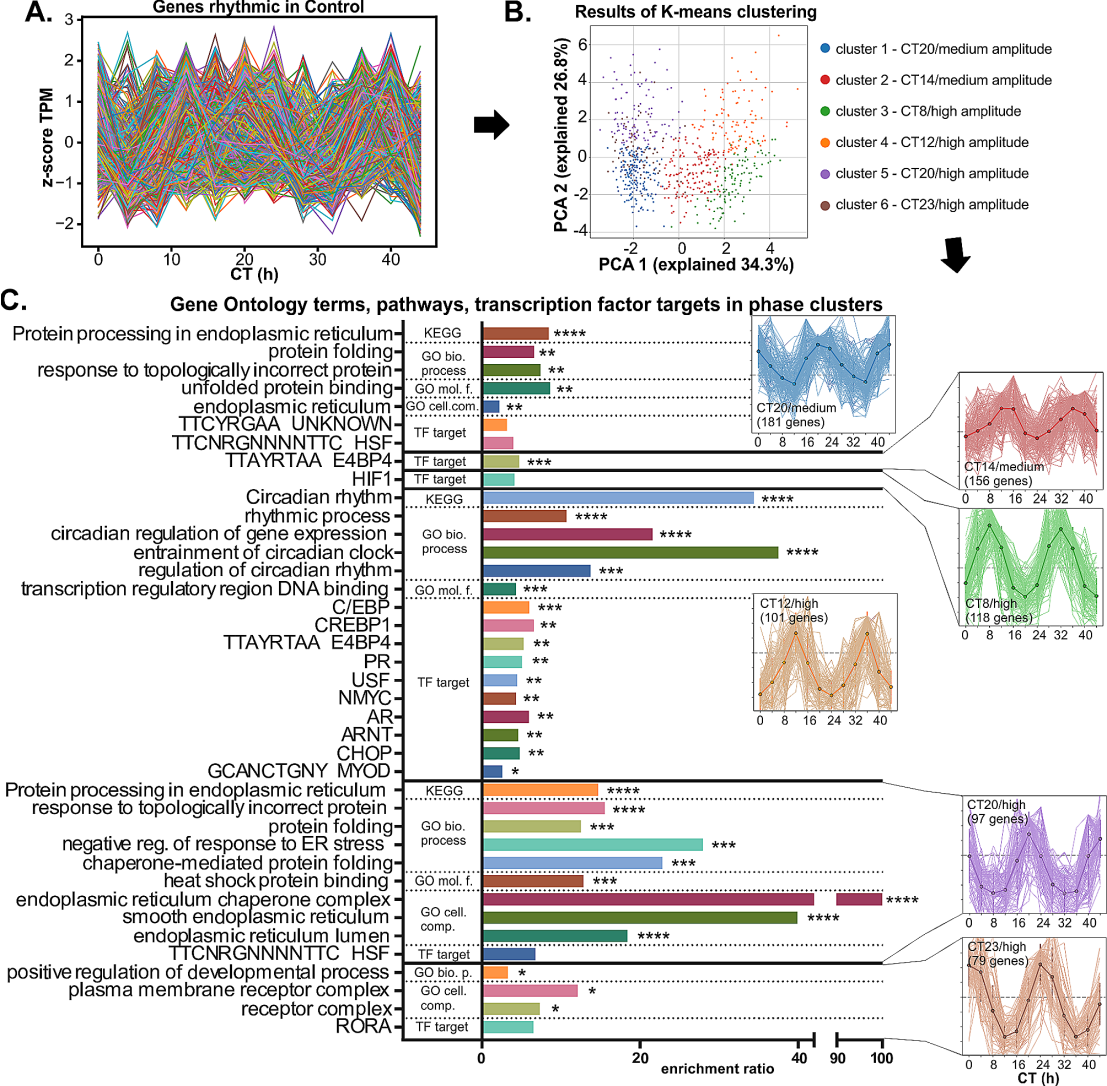
Rhythmically controlled ChP functions cluster in specific phase windows, mainly during subjective night. **(A)** Normalized expression of all rhythmic genes from Control samples. **(B)** Rhythmic genes from Control were divided to 6 groups using K-means clustering. Plot shows principal component analysis with color codes used to differentiate individual clusters 1–6, which correspond to phase-aligned genes. **(C)** Genes from each cluster were subjected to ORA against filtered background. Bar plot of significantly enriched GO terms, TF targets and KEGG pathways showing fold enrichment with asterisks denoting FDR. On the right are traces of normalized expression of each rhythmic gene in each analyzed cluster

The largest cluster peaked around CT20 with medium amplitude (CT20/medium) (Fig. 3C, blue). This, together with similarly phased cluster peaking at CT20 but with a high amplitude (CT20/high) (Fig. 3C, violet), was enriched for HSF transcription targets, the Protein processing in ER KEGG term, the ER GO cellular component, and the Protein folding GO biological process terms. 

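Cluster 1, whose mean curve was highest in the library Ctrl CT8, had a median log2 amplitude of 0.28. Clusters 2 and 3 had median log2 amplitudes of 0.22 and 0.22 and were both highest in Ctrl CT44. When CPM was scaled without the logarithm, the largest cluster held 490 genes and its mean curve peaked at 20.2 h.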

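Of the rhythmic genes of ER protein processing, 15 fell in cluster 2 and 17 in cluster 3, and 0 in the other clusters. The heat shock genes divided into 2 in cluster 2 and 15 in cluster 3. Fitted peaks lay between 18 and 22 h for 31 of the rhythmic ER genes and for 15 of the rhythmic heat shock genes.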

The cluster CT20/medium was enriched for the Unfolded protein binding GO molecular function term, while the cluster CT20/high for the Heat shock protein binding GO molecular function term. A STRING protein-protein interactions analysis showed that the cluster CT20/medium was enriched for Protein processing in ER, Oligosaccharyltransferase complex and Chaperone complex. In contrast, the cluster CT20/high was enriched for the Unfolded protein response, Chaperone complex, Nucleosome and other STRING cluster terms (Fig. S2C).

The cluster that peaked around CT14 with medium amplitude (Fig. 3C, red) was enriched for E4BP4 (NFIL3) transcription targets, among them immune response genes involved in NF-κB signaling (Fig. S2C).

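Cluster 4, with the mean curve of the early subjective night, had a median log2 amplitude of 0.30. Nfkbia (ENSMUSG00000021025), which codes for an inhibitor of NF-κB, had an adjusted p of 0.0295 by edgeR's quasi-likelihood test, a fitted peak at 13.4 h and a log2 amplitude of 0.23 ± 0.040 (SE). Ifitm1 (ENSMUSG00000025491) peaked at 15.2 h (adjusted p = 0.0182, the same test). In other fits, the rhythm call was lost for Nfkbia in 5 of 35 (adjusted p up to 0.0831 without Ctrl CT36) and Ifitm1 in 1 of 35 (adjusted p up to 0.0701 without Ctrl CT16).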

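Lrrc8b (ENSMUSG00000070639), Lrrc8c (ENSMUSG00000054720) and Lrrc8d (ENSMUSG00000046079) code for subunits of volume-regulated anion channels. Their fitted peaks in Ctrl were at 7.78, 8.86 and 7.26 h, with log2 amplitudes of 0.44, 0.63 and 0.29 and adjusted p of 0.00210, 1.37e-05 and 0.00112 by edgeR's quasi-likelihood test. In SCNx the unadjusted p was 0.00179, 0.000389 and 0.0803, and the rhythm differed between the groups at an adjusted p of 0.735, 0.0369 and 0.305 by the same test. Lrrc8d is not named in the paper's text and was added from the family of chloride channels after its values had been seen. Among the other fits, the difference call was lost for Lrrc8c in 18 of 34 (adjusted p up to 0.105 without Ctrl CT12).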

The cluster that peaked at CT8 with high amplitude (Fig. 3C, green) was enriched for HIF1 (hypoxia inducible factor) transcription targets and the LRRC8/pannexins STRING cluster term (volume-regulated anion channel subunits, Fig. S2C).

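The rhythmic genes of the clock list fell into 4 of the clusters, 8 into cluster 4, 5 into cluster 1, 4 into cluster 2 and 2 into cluster 3. Nr1d2, Hlf and Bhlhe40 peaked at 10.1, 10.7 and 11.7 h, and Cry2 and Per1 at 12.5 and 13.7 h. Clock peaked at 23.9 h.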

The cluster that peaked at CT12 with high amplitude (Fig. 3C, orange) contained clock and clock-controlled genes regulated via E-box. It was enriched for the Circadian rhythm KEGG and STRING terms, Rhythmic process and related GO biological process terms, the Transcription regulatory region DNA binding GO molecular function term and several TF target terms, including C/EBP, CREBP1, E4BP4 and ARNT. It also contained genes involved in WNT, glucocorticoid, TGF and PDGF signaling (Fig. S2C).

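Of the rhythmic glucocorticoid target genes, 6 of 8 fell into cluster 4. Pdgfra (ENSMUSG00000029231) peaked at 12.2 h with a log2 amplitude of 0.35 ± 0.056 (SE) and an adjusted p of 0.00315 by edgeR's quasi-likelihood test.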

The cluster that peaked around CT23 with high amplitude (Fig. 3C, brown) was enriched for RORA TF targets, with the Positive regulation of developmental process GO Biological process and the Plasma membrane receptor complex GO cellular component terms.

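No cluster of these genes had a mean curve peaking at 23 h. Cluster 2, the nearest, held 4 clock genes. Clusters 3 and 5, about equally far from 23 h on either side, held 2 and none, and cluster 5 had a median log2 amplitude of 0.25.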

### Rhythmic genes with the highest expression in ChP control endoplasmic reticulum stress response

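By mean CPM in Ctrl, the rhythmic genes were led by Trpm3 (ENSMUSG00000052387), which codes for a cation channel, with 4774 ± 665 CPM (SD, n = 12 mice), a peak at 7.17 h and an adjusted p of 0.00573 by edgeR's quasi-likelihood test. It was named after its value had been seen. Ranks 2 to 6 went to Hspa8 (ENSMUSG00000015656), Hsp90b1 (ENSMUSG00000020048), Hspa5 (ENSMUSG00000026864), Calr (ENSMUSG00000003814) and Hsp90aa1 (ENSMUSG00000021270), with mean CPM of 1681, 1455, 1452, 1284 and 1257, and rank 9 to Kcne2 (ENSMUSG00000039672) with 935. The log2 amplitude was 0.74 ± 0.11 for Hspa5, 0.60 ± 0.077 for Calr, 0.50 ± 0.063 for Hsp90b1, 0.42 ± 0.049 for Hsp90aa1 and 0.30 ± 0.036 for Hspa8 (SE), with adjusted p from 1.54e-05 to 0.000656 by the same test. Xbp1 (ENSMUSG00000020484) had a log2 amplitude of 0.59 ± 0.052 (SE, adjusted p = 2.44e-06) and Sdf2l1 (ENSMUSG00000022769) one of 0.89 ± 0.12 (SE, adjusted p = 1.52e-05) by edgeR's quasi-likelihood test.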

In ChP of Ctrl mice, the six most highly expressed rhythmic genes (*Hspa8, Hsp90aa1, Calr, Hsp90b1/GRP94, Kcne2*, and *Hspa5/GRP78/BiP*) and more than half of the remaining top 50 most highly expressed rhythmic genes (including transcription factor *Xbp1* and its target *Sdf2l1* [50]) play a role in endoplasmic reticulum stress (ERS) response or unfolded protein response (representative genes from this group are shown in Fig. 4B). 

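Components of ER-associated degradation were rhythmic in Ctrl. Herpud1 had a log2 amplitude of 0.57 ± 0.042 (SE, adjusted p = 3.99e-05), Derl3 (ENSMUSG00000009092) one of 1.39 ± 0.25 (adjusted p = 0.00352) and Derl2 (ENSMUSG00000018442) one of 0.23 ± 0.041 (adjusted p = 0.00239) by edgeR's quasi-likelihood test. Derl3 had few transcripts, with a mean of 2.72 CPM. Of the folding factors in Fig. 4B, Manf (ENSMUSG00000032575), Hyou1 (ENSMUSG00000032115), Pdia6 (ENSMUSG00000020571), Dnajb11 (ENSMUSG00000004460) and Pdia3 (ENSMUSG00000027248) had log2 amplitudes of 0.89, 0.72, 0.52, 0.47 and 0.39 and adjusted p from 8.89e-06 to 0.00145 by the same test. Ahsa1 (ENSMUSG00000021037), Dnajc3 (ENSMUSG00000022136), Cryab (ENSMUSG00000032060) and Dnaja1 (ENSMUSG00000028410) had smaller amplitudes of 0.33, 0.25, 0.28 and 0.17 (adjusted p from 0.000120 to 0.0248, edgeR's quasi-likelihood test). Prdx6 (ENSMUSG00000026701) was not called, with an adjusted p of 0.104 by that test. Refitted with other settings or without single mice, the rhythm call was lost for Cryab in 3 of 35 (adjusted p up to 0.108 without Ctrl CT44) and Dnaja1 in 1 of 35 (adjusted p up to 0.0545 without the filter on low counts) and the rhythm call was gained for Prdx6 in 3 of 35 (adjusted p down to 0.00350 without SCNx CT0).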

We visualized the corresponding KEGG pathway (Protein processing in Endoplasmic reticulum, Fig. S3), showing that Chaperone-mediated protein recognition, Folding and ER-associated degradation (ERAD) processes, as well as the main regulatory complexes XBP and CHOP contain genes under circadian regulation. All of them belong to clusters peaking at CT20 with medium or high amplitude (Fig. 3C, S2C), with the exception of *Fus* (fused in sarcoma) which peaked at CT12. 

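The fitted peaks of 19 of these genes of the ER and heat shock response lay between 17.1 h (Herpud1) and 21.6 h (Calr).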

The gene codes an RNA-binding component of hnRNP complex involved in splicing that actually induces ERS only in its mutated form commonly expressed in several types of cancer and amyotrophic lateral sclerosis [51, 52]. Interestingly, several other splicing related genes (e.g., *Lsm5*, *Cwc27*; Fig. S5) followed similar expression pattern as *Fus*, suggesting that both RNA and protein processing is rhythmic but with distinct timing.

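Cwc27 (ENSMUSG00000021715) peaked at 7.54 h with a log2 amplitude of 0.38 ± 0.055 (SE) and an adjusted p of 0.000272 by edgeR's quasi-likelihood test. Lsm5 (ENSMUSG00000091625) had a mean of 1.69 CPM, a log2 amplitude of 0.24 ± 0.11 (SE) and an adjusted p of 0.361 by the same test, and its Q was 0.461 by the rank test.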

**Fig. 4:**
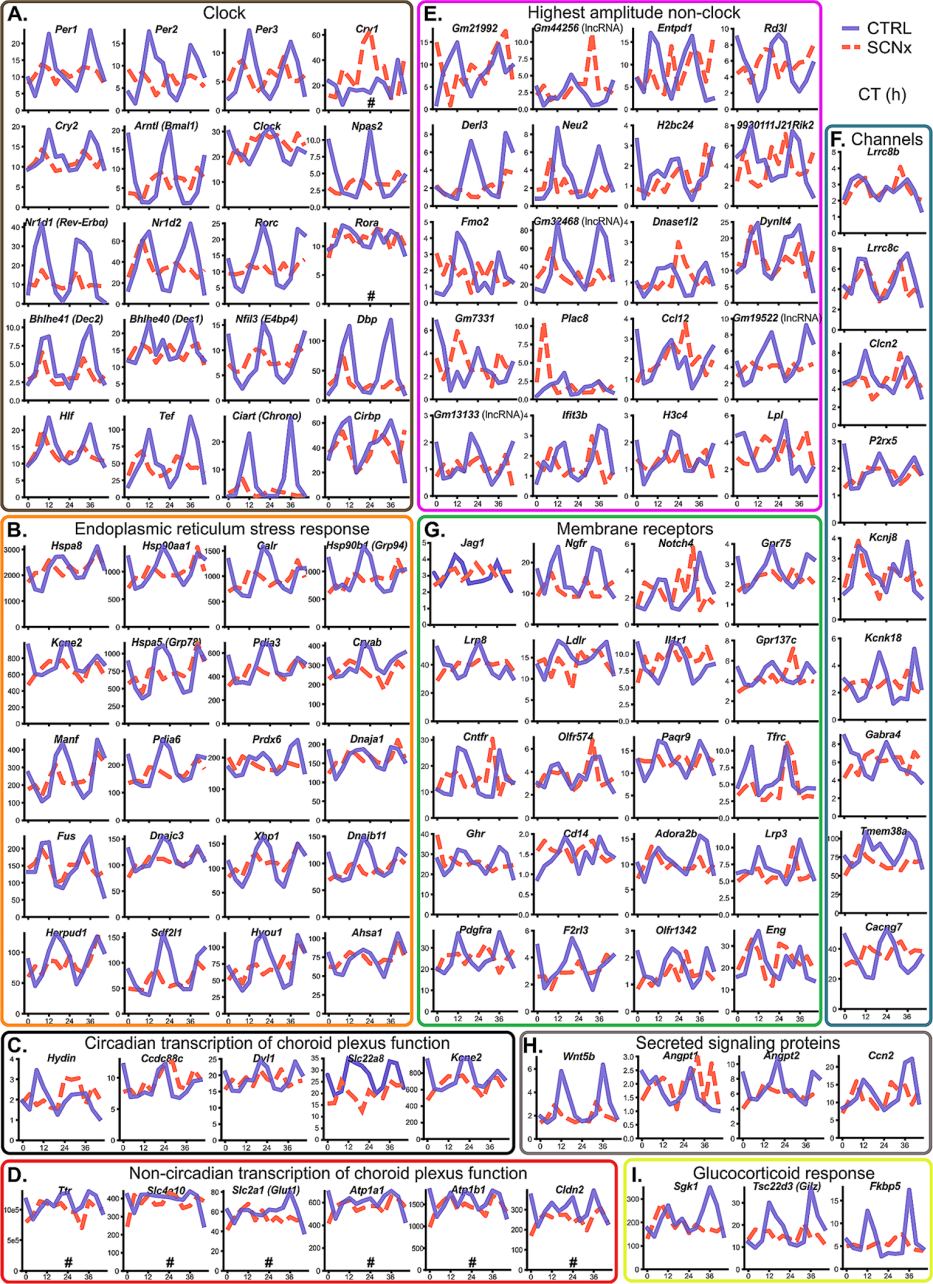
Examples of 48-h traces of rhythmically expressed ChP genes. **(A)** Canonical clock and clock-controlled genes. **(B)** Selected endoplasmic reticulum stress (ERS) response genes. **(C)** Previously described genes with important ChP-specific function that are significantly rhythmic. **(D)** Selected genes with important ChP-specific function that are not significantly rhythmic on mRNA level. **(E)** Non-clock genes with highest circadian amplitude. **(F)** Rhythmic genes coding ion channels. **(G)** Rhythmic genes coding membrane receptors. **(H)** Rhythmic genes coding signaling proteins secreted to CSF. **(I)** Evidence for rhythmic response to glucocorticoid receptor activation. Circadian time (CT) in hours is on X-axis, transcripts per million (TPM) on Y-axis. Control samples blue full line, SCNx samples red dashed line. Genes that are not significantly rhythmic in Control are marked with #

### Genes regulating WNT signaling and CSF composition are rhythmically regulated

We identified circadian cycling transcripts of genes previously described to play specific roles in ChP functions in Ctrl mice (Fig. 4C). Here, we list only a few examples.

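Hydin (ENSMUSG00000059854) averaged 24.9 ± 8.19 CPM in Ctrl (SD, n = 12 mice). Its fitted peak was at 8.12 h, with a log2 amplitude of 0.52 ± 0.11 (SE) and an adjusted p of 0.0179 by edgeR's quasi-likelihood test. The highest library was Ctrl CT8 with 45.1 CPM, against 28.9 CPM at the same phase of the second cycle. Over the alternative fits, the rhythm call was lost for Hydin in 3 of 35 (adjusted p up to 0.111 without Ctrl CT8).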

*Hydin* (hydrocephalus-inducing protein homolog) is a gene required for ciliary motility. Its mutation leads to the accumulation of CSF within the ventricles [53]). *Ccdc88c* (coiled-coil domain containing 88 C, or *Daple*) is a gene whose mutation causes congenital hydrocephalus [54]. 

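In Ctrl, Ccdc88c (ENSMUSG00000021182) averaged 48.5 ± 10.0 CPM (SD, n = 12 mice) and peaked at 22.1 h, with a log2 amplitude of 0.38 ± 0.040 (SE) and an adjusted p of 0.00311 by edgeR's quasi-likelihood test.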

Its product interacts with and negatively regulates the cytoplasmic WNT signaling transducer disheveled, whose transcript *Dvl1* was also significantly rhythmic in ChP. Moreover, the gene for the Frizzled ligand (*Wnt5b*, see Fig. 4H) was rhythmic with high amplitude, as were other genes involved in both canonical (*Porcn, Sfrp5, Bambi, Nkd2*) and non-canonical WNT pathways (*Nkd2, Nfatc2*, see Fig. S4).

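Dvl1 (ENSMUSG00000029071) peaked at 20.8 h, with a mean of 47.8 ± 6.95 CPM in Ctrl (SD, n = 12 mice), a log2 amplitude of 0.26 ± 0.034 (SE) and an adjusted p of 0.000914 by edgeR's quasi-likelihood test.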

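The log2 amplitude in Ctrl was 0.82 ± 0.14 for Wnt5b (ENSMUSG00000030170), 0.56 ± 0.11 for Nkd2 (ENSMUSG00000021567), 0.50 ± 0.084 for Sfrp5 (ENSMUSG00000018822), 0.34 ± 0.060 for Nfatc2 (ENSMUSG00000027544), 0.29 ± 0.028 for Bambi (ENSMUSG00000024232) and 0.20 ± 0.061 for Porcn (ENSMUSG00000031169) (SE). Adjusted p was 0.000236 for Wnt5b, 0.00440 for Nkd2, 0.00626 for Sfrp5, 0.00786 for Nfatc2, 0.0135 for Bambi and 0.0533 for Porcn by edgeR's quasi-likelihood test, so that Porcn was not called. Its Q was 0.174 by the rank test. When settings or mice were changed, the rhythm call was lost for Bambi in 1 of 35 (adjusted p up to 0.248 without the filter on low counts) and the rhythm call was gained for Porcn in 11 of 35 (adjusted p down to 0.0266 with DESeq2's likelihood ratio test). Wnt5b and Nkd2 had few transcripts, with mean CPM of 4.47 and 3.64.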

Another group of rhythmically expressed genes is involved in the modulation of CSF composition. 

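The 24 h curve of Slc22a8 in Ctrl peaked at 16.2 h with a log2 amplitude of 0.27 ± 0.042 (SE). Its adjusted p was 0.115 by edgeR's quasi-likelihood test, and its Q was 0.0141 by the rank test. By comparison across the fits, the rhythm call was gained for Slc22a8 in 2 of 35 (adjusted p down to 0.00358 in a separate fit per group).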

The product of *Slc22a8*, OAT3, controls the organic anion distribution in CSF [49], including prostaglandins (reviewed in [55]). 

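Kcne2 peaked at 22.1 h in Ctrl with a log2 amplitude of 0.28 ± 0.029 (SE) and an adjusted p of 0.00324 by edgeR's quasi-likelihood test.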

*Kcne2* (Potassium Voltage-Gated Channel Subfamily E Regulatory Subunit 2) regulates the CSF ion composition [56]. All of these genes lost circadian expression in the SCNx mice; in the case of *Slc22a8*, this was accompanied by significant downregulation (DESeq2, FDR < 0.05; Fig. 1E). Additionally, other genes potentially involved in CSF composition, such as genes coding for ion channels and secreted signaling proteins, are listed in the following subchapter.

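In SCNx, the log2 amplitude was 0.29 ± 0.13 for Hydin, 0.20 ± 0.091 for Ccdc88c, 0.077 ± 0.048 for Dvl1, 0.10 ± 0.12 for Slc22a8 and 0.17 ± 0.068 for Kcne2 (SE), and the unadjusted p for a rhythm was 0.0611 for Hydin, 0.0309 for Ccdc88c, 0.198 for Dvl1, 0.544 for Slc22a8 and 0.00943 for Kcne2. No adjusted p of these genes or of Wnt5b, Sfrp5, Nkd2, Nfatc2 and Bambi in SCNx was under 0.192 by edgeR's quasi-likelihood test. The difference of the rhythm between Ctrl and SCNx had an adjusted p of 0.149 for Hydin, 0.544 for Ccdc88c, 0.214 for Dvl1, 0.0478 for Wnt5b, 0.126 for Sfrp5, 0.208 for Nkd2, 0.297 for Nfatc2, 0.443 for Bambi, 0.541 for Slc22a8 and 0.0536 for Kcne2 by the same test. Across settings and mice left out, the difference call was lost for Wnt5b in 24 of 33 (adjusted p up to 0.163 with 1 surrogate variable) and the difference call was gained for Kcne2 in 9 of 34 (adjusted p down to 0.00379 without SCNx CT32), Sfrp5 in 3 of 34 (adjusted p down to 0.0324 without SCNx CT32), Nkd2 in 2 of 33 (adjusted p down to 0.0265 without both Ctrl CT4 and SCNx CT32) and Hydin in 1 of 34 (adjusted p down to 0.0358 without the filter on low counts).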

On the other hand, some genes critical for CSF production, such as *Ttr* (Fig. 4D), *Folr1*, *Enpp2*, *Clu* (Table S1), were either constitutively expressed or their mRNA variation was below the rhythmicity threshold. 

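In Ctrl, the log2 amplitude was 0.051 ± 0.026 for Ttr, 0.039 ± 0.042 for Folr1, 0.017 ± 0.040 for Enpp2 and 0.014 ± 0.030 for Clu (SE), and adjusted p was 0.827 for Ttr, 0.901 for Folr1, 0.971 for Enpp2 and 0.983 for Clu by edgeR's quasi-likelihood test. The rank test gave Ttr a Q of 0.330. A 24 h rhythm of a log2 amplitude of 0.3 was recovered for 44% of simulated genes, so that smaller rhythms can go undetected.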

We also found non-circadian expression of several genes previously hypothesized [19] to be responsible for diurnal changes in CSF volume and composition (Fig. 4D). These include the ion cotransporter *Slc4a10*, *Glut1*/*Slc2a1*, ATPase subunit genes, tight junction genes such as *Cldn2*, and aquaporins *Aqp1/4/11*, suggesting that their potential circadian regulation might need to occur at the level of protein abundance or activity, as was recently demonstrated for *Ttr* [32].

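Adjusted p in Ctrl was 0.423 for Slc4a10 (ENSMUSG00000026904), 0.905 for Atp1b1 (ENSMUSG00000026576) and 0.652 for Cldn2 (ENSMUSG00000047230) by edgeR's quasi-likelihood test, with log2 amplitudes of 0.10, 0.030 and 0.079. None of 10 tested claudin genes had an adjusted p under 0.05 by this test, and the lowest was 0.0677 for Cldn12 (ENSMUSG00000046798).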

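Slc2a1 (ENSMUSG00000028645) had a log2 amplitude of 0.16 ± 0.036 (SE) and an adjusted p of 0.0413 in Ctrl by edgeR's quasi-likelihood test. Aqp1 (ENSMUSG00000004655) had a log2 amplitude of 0.37 ± 0.053 (SE, peak at 7.07 h, adjusted p = 0.00539), and Aqp11 (ENSMUSG00000042797) one of 0.28 ± 0.070 (SE, peak at 7.38 h, adjusted p = 0.0299) by the same test. Aqp4 (ENSMUSG00000024411) was not called (adjusted p = 0.674 by edgeR's quasi-likelihood test), and its CPM in Ctrl was highest in Ctrl CT4 at 31.9, a library rich in brain transcripts. Elsewhere among the fits, the rhythm call was lost for Slc2a1 in 13 of 35 (adjusted p up to 0.161 without Ctrl CT44) and Aqp11 in 8 of 35 (adjusted p up to 0.134 without Ctrl CT44).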

### Many ion channels, membrane receptors, and secreted signaling proteins are rhythmically regulated

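Among non-clock genes of Fig. 4E, Rd3l (ENSMUSG00000091402) had a log2 amplitude of 1.26 ± 0.16 in Ctrl (SE, peak at 0.405 h, adjusted p = 3.34e-05) and Dynlt4 (ENSMUSG00000047671) one of 0.91 ± 0.12 (SE, peak at 8.28 h, adjusted p = 0.000834) by edgeR's quasi-likelihood test. In SCNx their log2 amplitudes were 0.34 and 0.29, and the rhythm differed between the groups at an adjusted p of 0.00254 and 0.200 by the same test.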

With the exception of known clock genes, we identified many previously uncharacterized, highly rhythmic genes in ChP of Ctrl mice (Fig. 4E). Among the highest amplitude non-clock transcripts (Fig. 4E) were several lncRNAs and pseudogenes, as well as genes coding for components of the ERAD pathway (*Derl3*), various enzymes (*Entpd1*, *Neu2*, *Dnase1l2*, *Fmo2*, *Lpl*), and histones (*H2bc24*, *H3c4*).

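In Ctrl, the log2 amplitude was 1.21 ± 0.089 for Neu2 (ENSMUSG00000079434), 0.93 ± 0.19 for Fmo2 (ENSMUSG00000040170) and 0.92 ± 0.15 for Lpl (ENSMUSG00000015568) (SE), with adjusted p of 0.000236 for Neu2, 0.00558 for Fmo2 and 0.000573 for Lpl by edgeR's quasi-likelihood test and peaks at 13.2, 14.6 and 2.98 h. Entpd1 (ENSMUSG00000048120) was not called (adjusted p = 0.214 by the same test), nor was H2bc24 (ENSMUSG00000069303) (adjusted p = 0.0888), whose Q was 0.0913 by the rank test, while H3c4 (ENSMUSG00000099583) had an adjusted p of 0.0489. Both histone genes share near-identical copies, and their counts are uncertain. Dnase1l2 (ENSMUSG00000024136) was below the minimum and not tested, with a mean of 0.971 CPM in Ctrl. Of the lncRNAs and pseudogenes in Fig. 4E, Gm19522 (ENSMUSG00000116903) and Gm32468 (ENSMUSG00000111013) had log2 amplitudes of 0.92 and 1.19 (adjusted p = 1.86e-06 and 0.000123) and 9930111J21Rik2 (ENSMUSG00000069892) one of 0.61 (adjusted p = 0.0291) by edgeR's quasi-likelihood test. Gm21992 (ENSMUSG00000096370) was not called (adjusted p = 0.528), and Gm44256 (ENSMUSG00000107620), Gm7331 (ENSMUSG00000059461), Gm13133 (ENSMUSG00000086565) and Mrln (ENSMUSG00000019933) were below the minimum. Ifit3b (ENSMUSG00000062488) had an adjusted p of 0.0249. Reads of such copies can be divided among genes, so that these values are uncertain. In other fits, the rhythm call was lost for H3c4 in 24 of 34 (adjusted p up to 0.169 without the filter on low counts), 9930111J21Rik2 in 5 of 35 (adjusted p up to 0.118 without Ctrl CT8) and Ifit3b in 4 of 34 (adjusted p up to 0.0809 without Ctrl CT24) and the rhythm call was gained for H2bc24 in 2 of 34 (adjusted p down to 0.0348 with DESeq2's likelihood ratio test).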

We identified at least 9 genes for ion channels or their regulatory subunits (including K^+^, Ca^2+^, and Cl^−^ channels that may affect the CSF composition, Fig. 4F) and more than 20 genes for various membrane receptors and their interacting partners. These include genes for NOTCH4 receptor and its ligand JAGGED1 (*Jag1*), ciliary neurotrophic factor receptor (*Cntfr*), interleukin 1 receptor (*Il1r1*), platelet-derived growth factor receptor A (*Pdgfra*), nerve growth factor receptor (*Ngfr*), growth hormone receptor (*Ghr*), and tumor growth factor receptor β subunit (*Eng*; Fig. 4G), all exhibiting medium or high amplitude rhythms.

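By edgeR's quasi-likelihood test, 4 of 36 tested genes for potassium channels were rhythmic in Ctrl, 1 of 17 for calcium channels and 5 of 17 for chloride channels. The potassium channel genes were Kcne2, Kcnj8 (ENSMUSG00000030247), Kcnk18 (ENSMUSG00000040901) and Kcnv2 (ENSMUSG00000047298), the calcium channel gene was Cacng7 (ENSMUSG00000069806), and the chloride channel genes were Ano4 (ENSMUSG00000035189), Clcn2 (ENSMUSG00000022843), Lrrc8b, Lrrc8c and Lrrc8d. Kcnv2 and Ano4 were named after their values had been seen. Adjusted p was 3.34e-05 for Gabra4 (ENSMUSG00000029211), 0.0234 for Tmem38a and 0.0365 for P2rx5 (ENSMUSG00000005950) by the same test for other genes of Fig. 4F. Among the other fits, the rhythm call was lost for P2rx5 in 9 of 34 (adjusted p up to 0.399 without the filter on low counts) and Tmem38a in 3 of 35 (adjusted p up to 0.0637 without Ctrl CT12).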

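The log2 amplitude in Ctrl was 0.75 ± 0.16 for Cntfr (ENSMUSG00000028444), 0.58 ± 0.13 for Ngfr (ENSMUSG00000000120), 0.50 ± 0.067 for Il1r1 (ENSMUSG00000026072), 0.48 ± 0.11 for Eng (ENSMUSG00000026814), 0.46 ± 0.14 for Notch4 (ENSMUSG00000015468), 0.22 ± 0.046 for Ghr (ENSMUSG00000055737) and 0.17 ± 0.064 for Jag1 (ENSMUSG00000027276) (SE). Adjusted p was 0.00250 for Il1r1, 0.00825 for Cntfr, 0.0113 for Ngfr, 0.0171 for Eng, 0.0310 for Ghr, 0.0359 for Notch4 and 0.108 for Jag1 by edgeR's quasi-likelihood test, so that Jag1 was not called. Of the other receptor genes in Fig. 4G, Gpr75 (ENSMUSG00000043999), Lrp8 (ENSMUSG00000028613), Paqr9 (ENSMUSG00000064225), Adora2b (ENSMUSG00000018500), Lrp3 (ENSMUSG00000001802) and F2rl3 (ENSMUSG00000050147) had adjusted p from 0.000123 to 0.00812 by the same test. The olfactory receptor genes Olfr1342 (ENSMUSG00000043383) and Olfr574 (ENSMUSG00000045824), whose family has similar copies, had adjusted p of 0.00427 and 0.0328. Gpr137c (ENSMUSG00000049092) and Tfrc (ENSMUSG00000022797) were not called (adjusted p = 0.0800 and 0.276 by edgeR's quasi-likelihood test). Refitted with other settings or without single mice, the rhythm call was lost for Olfr574 in 9 of 34 (adjusted p up to 0.173 without the filter on low counts), Notch4 in 8 of 35 (adjusted p up to 0.151 without Ctrl CT12), Ghr in 6 of 35 (adjusted p up to 0.0853 without Ctrl CT16) and Eng in 1 of 35 (adjusted p up to 0.0632 without Ctrl CT12) and the rhythm call was gained for Gpr137c in 5 of 35 (adjusted p down to 0.00119 in a separate fit per group) and Jag1 in 3 of 35 (adjusted p down to 0.0205 with a linear trend per group).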

We detected high-amplitude expression of genes coding for secreted signaling proteins and known mitogens (Fig. 4H), such as above-mentioned *Wnt5b*, two angiopoietin genes, and cellular communication network factor 2 (*Ccn2*). 

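In Ctrl, Ccn2 (ENSMUSG00000019997) had a log2 amplitude of 0.54 ± 0.10, Angpt1 (ENSMUSG00000022309) one of 0.61 ± 0.10 and Angpt2 (ENSMUSG00000031465) one of 0.33 ± 0.081 (SE). Adjusted p was 0.00574 for Ccn2, 0.0160 for Angpt1 and 0.0131 for Angpt2 by edgeR's quasi-likelihood test. Angpt1 peaked at 4.26 h and Angpt2 at 21.0 h. Over the alternative fits, the rhythm call was lost for Angpt1 in 3 of 35 (adjusted p up to 0.0601 with a linear trend per group) and Angpt2 in 2 of 35 (adjusted p up to 0.0897 without the filter on low counts).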

We also found evidence of rhythmic activation of the glucocorticoid receptor (GR) signaling pathway, with its markers such as *Gilz* (*Tsc22d3*) tracking the peak in blood glucocorticoids during first half of the night (Fig. 4I).

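Tsc22d3 (ENSMUSG00000031431) peaked at 14.6 h in Ctrl, Fkbp5 (ENSMUSG00000024222) at 12.6 h and Sgk1 (ENSMUSG00000019970) at 11.8 h. Their log2 amplitudes were 0.75 ± 0.090, 0.74 ± 0.20 and 0.43 ± 0.068 (SE), with adjusted p of 1.87e-05, 0.00268 and 0.00403 by edgeR's quasi-likelihood test. Of 14 tested glucocorticoid target genes, among them Per1 of the clock list, 8 were rhythmic where 1.49 are expected (Fisher's exact test, one-sided, Benjamini-Hochberg adjusted p = 0.000122), and 12 were adjusted over the list alone. Of 100 orders of the circadian times, 12 gave as many of its genes among the top genes.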

Many genes involved in immune response (including interleukin 1 and lipopolysaccharide receptors, Fig. 4G; NF-κB signaling components *Nfkbia* and *Nkiras1*, suppressor of cytokine signaling *Cish* and others, Fig. S5), cell cycle regulation (including G2 checkpoint kinase *Wee1* and p21^CIP1/WAF1^ G1 checkpoint inhibitor gene *Cdkn1a*, Fig. S5), splicing (Fig. S5), and vesicle trafficking (Fig. S5) were rhythmically expressed with high amplitude. 

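Wee1 (ENSMUSG00000031016) had a log2 amplitude of 0.66 ± 0.043 in Ctrl (SE, peak at 13.9 h, adjusted p = 6.22e-06) and Cdkn1a (ENSMUSG00000023067) one of 0.60 ± 0.061 (SE, peak at 23.3 h, adjusted p = 3.34e-05) by edgeR's quasi-likelihood test. Cish (ENSMUSG00000032578) had an adjusted p of 0.0191 and Nkiras1 (ENSMUSG00000021772) one of 0.0413 by the same test, with log2 amplitudes of 0.31 ± 0.078 and 0.24 ± 0.036 (SE). In SCNx, Wee1 and Cdkn1a had log2 amplitudes of 0.090 and 0.080, and their rhythms differed between the groups at an adjusted p of 0.00114 and 0.00723 by edgeR's quasi-likelihood test. When settings or mice were changed, the rhythm call was lost for Nkiras1 in 17 of 35 (adjusted p up to 0.112 without Ctrl CT44) and Cish in 4 of 35 (adjusted p up to 0.0614 without Ctrl CT12).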

We also found rhythmic transcripts for at least 15 histones and histone-associated proteins (Fig. S5), 4 cadherin genes coding transmembrane adhesion proteins, including recently reported circadian cadherin *Cdh3* (Fig. S5; [32]), at least 20 transporters potentially involved in circadian regulation of CSF composition (including *Abcb6* and *Magt1*), 8 G-proteins and G protein-coupled receptors (Fig. S6).

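Of 50 tested genes for cadherins and protocadherins, 8 were rhythmic in Ctrl at an adjusted p under 0.05 by edgeR's quasi-likelihood test (21 at 0.4). They were Cdh3 (ENSMUSG00000061048), Cdh11 (ENSMUSG00000031673), Cdh18 (ENSMUSG00000040420), Cdh19 (ENSMUSG00000047216), Pcdhac2 (ENSMUSG00000102697), Pcdhga7 (ENSMUSG00000103472), Pcdhga10 (ENSMUSG00000102222) and Pcdhgc5 (ENSMUSG00000102543), where the protocadherins of the clusters share exons and are uncertain. Cdh3 had a log2 amplitude of 0.55 ± 0.065 (SE), a peak at 23.7 h and an adjusted p of 1.42e-05 by the same test. The rhythmic histone genes were H1f3 (ENSMUSG00000052565), H1f4 (ENSMUSG00000051627), H2ac7 (ENSMUSG00000071478), H2bc6 (ENSMUSG00000047246), H2bc21 (ENSMUSG00000068854), H3c4, H3c15 (ENSMUSG00000081058) and H4c8 (ENSMUSG00000060981), and their fitted peaks lay between 18.4 and 21.0 h. Of 247 tested SLC genes, 29 were rhythmic, with the smallest adjusted p for Slc20a2 (ENSMUSG00000037656) (1.51e-06, edgeR's quasi-likelihood test). Magt1 (ENSMUSG00000031232) had an adjusted p of 0.000150 and Abcb6 (ENSMUSG00000026198) one of 0.0613, which was not called, and the rank test gave Abcb6 a Q of 0.0316. By comparison across the fits, the rhythm call was gained for Abcb6 in 6 of 35 (adjusted p down to 0.00423 without SCNx CT0).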

Unlike ERS genes, which all clustered around CT20 (Fig. S2C, 4B), the phase of these functional genes was much more varied. For example, WNT, NOTCH and GR signaling genes clustered around CT12, indicative of E-box driven expression, while interleukin 1 receptor gene was expressed in antiphase and E4BP4/NFIL3 targets governing immune response clustered around CT4. Similarly, genes for K^+^ and Ca^2+^ channels were expressed in different phases.

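The fitted peaks in Ctrl were at 10.1 h for Nkd2, 10.7 h for Bambi, 10.7 h for Nfatc2, 13.1 h for Wnt5b and 14.1 h for Sfrp5 among genes of WNT signaling and at 10.9 h for Notch4. Il1r1 peaked at 23.4 h.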

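Kcnj8 peaked at 9.59 h, Kcnk18 at 20.0 h and Cacng7 at 1.29 h, with log2 amplitudes of 0.66 ± 0.14, 0.73 ± 0.18 and 0.64 ± 0.061 (SE) and adjusted p of 0.0106, 0.00573 and 4.92e-06 by edgeR's quasi-likelihood test.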

Together, our data demonstrate broad circadian rhythmicity of ChP transcriptome involved in diverse time-specific functions, with a very high emphasis on nighttime expression, which is, nevertheless, highly dependent on systemic rhythms driven by the central circadian pacemaker in the SCN.

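Among the genes with the smallest p for a difference of the 24 h rhythm between Ctrl and SCNx were Per3, Npas2, Leo1 (ENSMUSG00000042487) and Slc20a2. The log2 amplitude fell from 0.60 ± 0.033 for Leo1 and 0.40 ± 0.035 for Slc20a2 in Ctrl to 0.21 ± 0.054 and 0.086 ± 0.032 in SCNx (SE), and the SCNx amplitude was 0.34 ± 0.10 for Npas2 (SE). The adjusted p of the difference was 3.37e-05 for Per3 and Npas2, 9.11e-05 for Leo1 and 0.000130 for Slc20a2 by edgeR's quasi-likelihood test. By this test the clock genes Nr1d1, Arntl and Dbp had an adjusted p of 0.000229, 0.000384 and 0.000686, and Clock, Bhlhe40 and Rora were not called (0.110, 0.184 and 0.178). Across settings and mice left out, the difference call was gained for Clock in 3 of 34 (adjusted p down to 0.0262 with DESeq2's likelihood ratio test). From the rhythmic genes in Ctrl, their times of day and functions, and their loss in SCNx, the paper concludes that the choroid plexus transcriptome is broadly rhythmic with an emphasis on night and depends on systemic rhythms driven by the SCN.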

### SCN lesion disturbs circadian clock in individual ChP cells

The massive dampening of ChP circadian transcriptome oscillations in response to lesion of the SCN (Fig. 1) could be attributed to a loss of rhythms at the single-cell level, a loss of synchrony among cellular oscillators, or, more likely, a combination of both. To address this, we explanted ChP from *mPer2*^*Luc*^ mice subjected to sham surgery (Ctrl; *n* = 3) or SCN lesion (SCNx; *n* = 3; SCNx was verified as detailed above) to monitor PER2-driven bioluminescence in individual cell-sized regions of interest (ROIs) of the whole ChP tissue using a luminescence microscope (LV200, Fig. 5A). The recording started immediately after harvesting the explants in the presence of luciferin and lasted for 5 days. While explants from both Ctrl and SCNx mice were rhythmic, the overall amplitude and PER2 protein luminescence levels were noticeably reduced in the SCNx explants (Fig. 5B-E, upper vs. middle plot). Analysis of individual ROIs confirmed that the overall rhythm in SCNx explants was compromised. Setting the rhythmicity threshold of cosine curve goodness of fit at R^2^ = 0.97 revealed dramatically fewer high-amplitude oscillating ROIs in the SCNx compared to the Ctrl explants (Fig. 5B, C). The phases of the ROI rhythms in SCNx explants were more dispersed (Fig. 5D), and their amplitudes were lower on average and more uniform (Fig. 5E) across the whole explant. A statistical comparison (Fig. 5F, blue vs. red) between all recorded ROIs across Ctrl and SCNx explants showed that the amplitude, mesor (average PER2 level), and goodness of fit were significantly reduced in the SCNx explants (Mann-Whitney, *P* < 0.0001). In addition, the period was shorter (*P* < 0.0001), and the phase was more spread out (*P* < 0.0001) in the SCNx than in the Ctrl explants. Thus, the presence or absence of SCN in vivo has lasting effects on ChP circadian cycling in static culture ex vivo, despite the fact that local clocks still drive the rhythms in ChP cells.

**Fig. 5:**
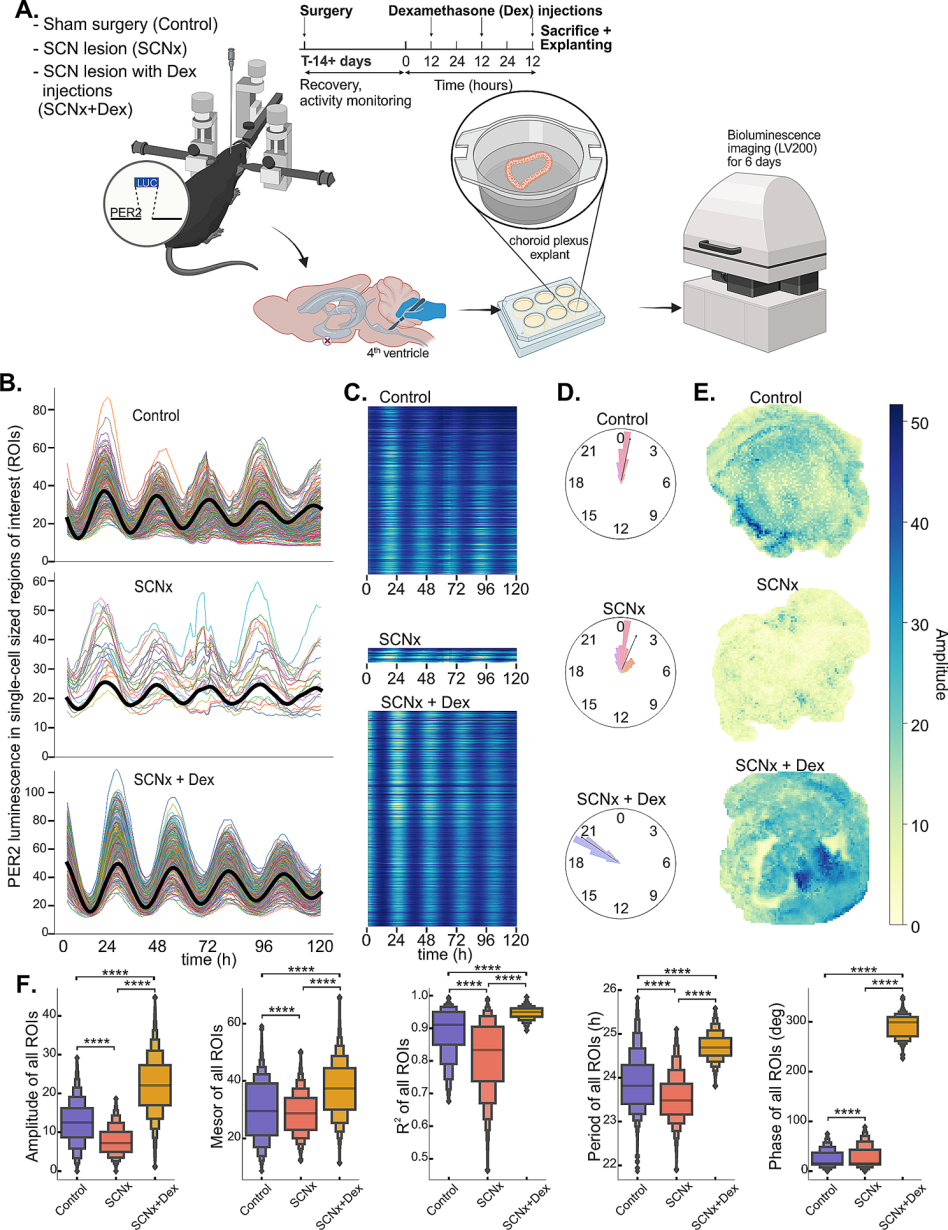
ChP explants from SCNx *mPer2*^*Luc*^ mice have compromised circadian rhythms ex vivo, which can be restored by a repeated in vivo injection of glucocorticoid analog dexamethasone. **(A)** Cartoon depicting the workflow and the three experimental groups – mice with sham surgery (Control), SCN lesion (SCNx) and SCN lesion with three consecutive dexamethasone injections (SCNx + Dex); created with BioRender.com. **(B)** Circadian PER2::LUCIFERASE rhythms in approximately single-cell sized regions of interest (ROIs) across a whole representative explanted ChP from either Control, SCNx or SCNx + Dex mouse recorded for 5 days ex vivo using Luminoview LV200 (Olympus). Only traces that could be fitted with cosine curve with period between 18–35 h and goodness of fit R^2^ > 0.97 are shown. Average cosine fit is shown in black. **(C)** Heatmap of the same data, showing that there were many more rhythmic cells with R^2^ > 0.97 in Control than in SCNx explants and Dex efficiently restored the number of rhythmic rois. **(D)** Polar histogram of all rhythmic ROIs in Control, SCNx and SCNx + Dex explants with calculated Rayleigh vector showing the mean phase. **(E)** Positional heatmaps showing spatial distribution of all rhythmic ROIs across representative explants from Control, SCNx and SCNx + Dex mice. **(F)** Violin plots showing comparison between circadian parameters (from left: amplitude, mesor, R^2^, period, phase) of all rhythmic ROIs (excluding outliers outside 3 standard deviations) across individual ChP explants from Control (blue), SCNx (red) and SCNx + Dex (orange) mice (Kruskal-Wallis with Dunn’s post-hoc test, asterisks depict significant difference between each group on *P* < 0.0001, number of mice and individual explants *n* = 3–6 / group, number of analyzed ROIs *n* = 4684–6434 / explant)

### In vivo dexamethasone injections increase the amplitude of the ex vivo rhythms in SCNx ChPs

In a last step, we attempted to uncover a possible mechanism of how the SCN controls the ChP clock. Based on our previous data [21], we hypothesized that glucocorticoids and subsequent GR activation play a role as the major SCN-driven signal that controls the ChP clock. Indeed, our transcriptomic analysis showed that GR activation was highly rhythmic in the Ctrl ChP, but the rhythmicity was lost due to SCNx (Fig. 4I). 

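In SCNx, Tsc22d3, Fkbp5 and Sgk1 had log2 amplitudes of 0.17 ± 0.079, 0.21 ± 0.060 and 0.12 ± 0.10 (SE) and unadjusted p of 0.129, 0.334 and 0.345 for a 24 h rhythm. The rhythm differed between the groups at an adjusted p of 0.00115 for Tsc22d3, 0.0281 for Fkbp5 and 0.134 for Sgk1 by edgeR's quasi-likelihood test. Over the 14 glucocorticoid target genes, 4 differed at an adjusted p under 0.05 over all genes and 6 adjusted over the list alone. Their median log2 amplitude was 0.45 in Ctrl and 0.20 in SCNx. Elsewhere among the fits, the difference call was lost for Fkbp5 in 9 of 34 (adjusted p up to 0.109 with 1 surrogate variable) and the difference call was gained for Sgk1 in 2 of 34 (adjusted p down to 0.0398 with DESeq2's likelihood ratio test). Together with earlier data, the paper takes the loss of this rhythm as the reason to test whether glucocorticoids carry the signal of the SCN.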

SCN ablated arrhythmic *mPer2*^*Luc*^ mice (*n* = 6) kept in constant darkness received injection of corticosterone analog dexamethasone at 12.00 h (corresponding to ZT5 of the previous LD cycle) on three consecutive days (SCNx + Dex), and we analyzed the rhythms in ChP explants harvested 1 h after the last injection (Fig. 5A). We hypothesized that if the GR signaling pathway is involved in ChP clock entrainment in vivo, Dex injections should be able to at least partially rescue the number of rhythmic ROIs ex vivo. Indeed, analysis of ex vivo rhythms in single cell-sized ROIs, as described above, showed that both the number of rhythmic ROIs (Fig. 5B, C, lower plot), their amplitude, mesor (average level of PER2 luminescence over the course of the analysis), goodness of fit (R^2^) and period (Fig. 5E, lower plot and Fig. 5F, orange) increased dramatically in SCNx ChP after Dex injections (Kruskal-Wallis with Dunn’s test, *P* < 0.0001), even above and beyond the rhythm in Ctrl group. Moreover, the ChP clock was phase advanced by 5–9 h when compared with Control or SCNx group (Fig. 5D, F), consistent with the advanced timing of Dex injections relative to the endogenous corticosterone surge. Overall, the data provide evidence that the SCN-regulated glucocorticoid signaling is one of the possible drivers of circadian rhythms in ChP.

## Discussion

The lack of time-resolved map of ChP transcriptome has hindered understanding of the circadian regulation of ChP functions. Our results provide deep insight into the broad circadian regulation of cellular processes in the mouse ChP that underlie the ChP specific functions. We show that the ChP rhythms are highly dependent on the presence of functional SCN clock. 

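To keep the choice of genes apart from the measurement in Ctrl, the first day of Ctrl was used to choose genes and phases and the second day to measure. The 100 genes with the largest F for a 24 h curve in the 6 Ctrl mice of CT0 to CT20 had a median amplitude, along the phase of the first day, of 0.20 (jackknife SE 0.11) on the log2 scale in the 6 Ctrl mice of CT24 to CT44, with 91% of the genes above 0. In the 6 SCNx mice of the second day it was 0.017 (jackknife SE 0.041), with 57% above 0. The SCNx value holds only what keeps the Ctrl phase, so that rhythms at another phase would bring it near 0 too. Of the other settings, choosing genes on the second day and measuring on the first moved the values most. They became 0.15 in Ctrl and 0.043 in SCNx. There 76% of the genes were above 0 in SCNx. The SCNx value was 27.9% of that in Ctrl, against 8.69% in the first order. Leaving out single mice moved both values further. With single mice left out, the Ctrl value fell to 0.12 without Ctrl CT8, and the SCNx value lay between -0.011 without Ctrl CT20, which changes the genes chosen, and 0.051 without SCNx CT44. The spread between mice was compared as well. Over the 19 clock genes, the SD of log2 CPM across the 12 SCNx mice was 0.431 times that across the 12 Ctrl mice (median of the ratios, range 0.213 to 0.654, jackknife SE 0.128). Across the SCNx mice, Arntl and the mean of Nr1d1, Dbp, Per3 and Ciart were related with a Pearson r of -0.933. The two-sided permutation test gave p = 3.00e-05 (Benjamini-Hochberg adjusted over the 2 groups 5.00e-05). The Spearman rho was -0.839 (permutation p = 0.00123, adjusted likewise over the 2 groups 0.00123). Without the 2 mice farthest from the median of Arntl, SCNx CT8 and SCNx CT4, r was -0.782 (permutation p = 0.00870). In the 12 Ctrl mice r was -0.960 and rho -0.853 (permutation p = 5.00e-05 and 0.000760, adjusted 5.00e-05 and 0.00123). The labels name no sequencing batch, and the relation was not computed within batches.

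**Figure D5:**
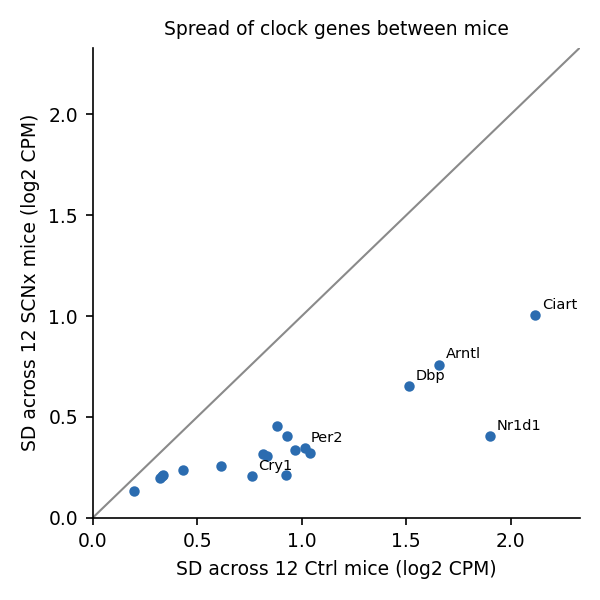
SD of log2 CPM of each clock gene across the 12 Ctrl mice (horizontal axis) and across the 12 SCNx mice (vertical axis), 1 point per gene. All 19 genes lie below the line of equal spread.

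**Figure D6:**
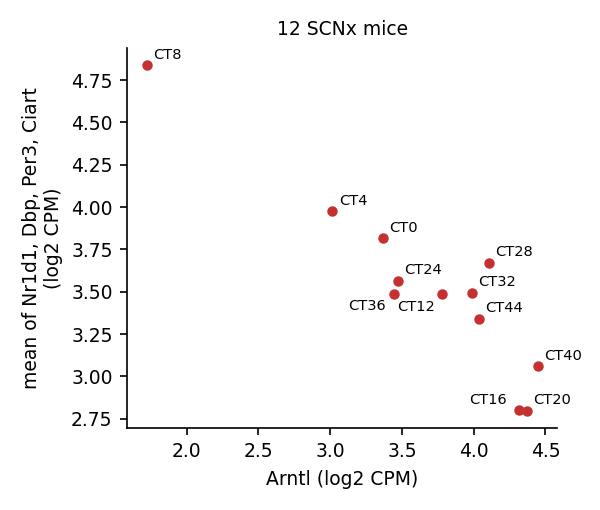
Log2 CPM of Arntl (horizontal axis) and mean log2 CPM of Nr1d1, Dbp, Per3 and Ciart (vertical axis) in each of the 12 SCNx mice, 1 point per mouse. Mice with less Arntl transcript had more of the other transcripts.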

Despite the fact that the ChP clock exhibits self-autonomous rhythmicity in conditions of long term static ex vivo culture [18, 21, 22, 57], we show that in vivo, the clock and majority of the rhythmic processes dampen in the absence of rhythmic signals from the SCN. While we do not rule out the persistence of low amplitude rhythms in the absence of the SCN clock [58], the extent of the rhythm dampening seemed comparable to that we found after genetic deletion of the local ChP clock. Although we could not perform detection of rhythmicity in the KO animals due to their low numbers, its absence is to be expected since in spite of presence of partial *Arntl* transcript, the resulting BMAL1 protein is not functional due to excised exon 8 [18]. 

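Between the KO libraries of ZT7 and ZT18, the log2 difference of day minus night was -0.71 for Nr1d1, -0.58 for Per1, -0.26 for Dbp and 0.27 for Arntl, and over 19 clock genes it ranged from -0.71 to 0.33. For the same 4 genes the difference of CT8 minus CT20 was 5.20, 0.21, 3.21 and -3.22 in Ctrl and 1.14, 0.19, 2.33 and -2.65 in SCNx. Each value compares a single pair of mice. In SCNx, log2 CPM of Arntl was 1.72 at CT8 and 4.37 at CT20, but 3.99 at CT32 and 4.04 at CT44. The SCNx difference of Arntl was thus not seen in the second cycle. The paper compares day-night differences of top cycling genes. From these it proposes that the SCN lesion dampens rhythms to an extent comparable with deletion of the local clock. It states that absent rhythms are to be expected in KO, because excision of an exon leaves a BMAL1 protein that is not functional.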

The effect of SCNx on dampening the local ChP clock persists for days in such a static ex vivo culture and is not simply a result of desynchronized cellular oscillators but appears at the single-cell level. Finally, we provide evidence that the SCN-controlled GR signaling may provide one of the entraining signals to clocks in the ChP cells. The high and previously unexpected dependence of the circadian rhythm in ChP on the central clock [18] points to its high vulnerability to circadian misalignment resulting from unhealthy lifestyles in humans [59]. Therefore, understanding processes driven by ChP clock is of utmost importance.

Our results point to at a unique feature of the mouse ChP clock, which is based on robust rhythmic expression of all canonical clock genes with the remarkable exception of *Cry1*. 

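Cry1 (ENSMUSG00000020038) averaged 20.6 ± 9.66 CPM in the 12 Ctrl libraries (SD). Its fitted curve peaked at 18.4 h with a log2 amplitude of 1.00 ± 0.078 (SE) and an adjusted p of 1.09e-06 by edgeR's quasi-likelihood test, and the rank test gave it a Q of 0.0141. CPM at CT8, CT20, CT32 and CT44 was 8.33, 33.5, 9.47 and 35.3. In SCNx the log2 amplitude was 0.068 ± 0.089 (SE, unadjusted p = 0.715), and the rhythm differed between the groups at an adjusted p of 0.000384 by the same test.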

*Cry1* mRNA shows circadian variation in the SCN [60, 61] and peripheral tissues such as liver, lung, heart, spleen, kidney, intestine, muscle, adipose tissue and macrophages [62–67] due to multiple E-boxes, D-boxes and ROREs in its promoter [68]. While circadian expression of *Cry1* and *Cry2* is important for the proper function of TTFL [69, 70], it is not strictly necessary [68, 71, 72]. Moreover, rhythmic *Cry2* can likely fully complement the circadian role of *Cry1* in ChP. Although *Cry1* has recently been shown to be arrhythmic in the rat hippocampus [73], to our knowledge, ChP is the only tissue with a robust clock and arrhythmic *Cry1* expression. Nevertheless, the presence of possible diurnal variation cannot be ruled out, as a recent publication comparing the rat ChP transcriptome between one daytime and one nighttime time point found differential expression [74].

By far, the most enriched circadian transcripts in ChP were the ERS response genes. The ERS response (reviewed in [75]) consists of four signaling cascades: (a) induction of ER chaperones such as HSPA5 (also known as GRP78 or BiP), HSP90B1 (also known as GRP94 or GP96), and CALR (Calreticulin), which promote the folding of unfolded proteins and whose expression is highly rhythmic with a peak around CT20 in ChP; (b) inhibition of protein synthesis; (c) induction of an ER-associated degradation (ERAD) pathway [76] with proteins such as DERL2/3, HERPUD1, UBE2 and HSP90AA1, which promote the ubiquitination and processing of unfolded proteins, and whose expression is again highly rhythmic in ChP; (d) induction of apoptosis by CHOP-mediated inhibition of BCL2 when this system cannot process the unfolded proteins [77]. 

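Ddit3 (ENSMUSG00000025408) averaged 8.73 ± 1.4 CPM in Ctrl (SD, n = 12 mice), with a fitted peak at 17.2 h and a log2 amplitude of 0.27 ± 0.056 (SE). Its adjusted p was 0.118 by edgeR's quasi-likelihood test, and its Q was 0.0388 by the rank test. In other fits, the rhythm call was gained for Ddit3 in 2 of 35 (adjusted p down to 0.0173 in a separate fit per group).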

The expression of the CHOP gene *Ddit3* falls just below our rhythmicity threshold (Q_*Ddit3*_ = 0.4061), while the upstream regulatory TF *Xbp1* is significantly rhythmic. Importantly, one of the main triggers of ERS is excessive protein synthesis and related metabolic stress [78]. Fame et al. [32] recently showed that translation and protein secretion in mouse ChP may be diurnally regulated as it exhibits high levels during the dark phase (ZT14) and low levels during the light phase (ZT2). Our transcriptomic data analyzed in samples collected over two cycles in constant darkness show that ERS response is the highest during the second part of the subjective night with the peak of chaperone mRNA at CT20 (corresponding to ZT20 on the LD cycle). Hence, it may prepare ChP for the incoming stress caused by massive accumulation of secreted proteins such as thyroid hormone transporter transthyretin (*Ttr* alone constitutes about 17% of total protein coding non-mitochondrial mRNA present at any moment in ChP cells, Table S1) after several hours of ongoing translation. 

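The fitted peaks in Ctrl were at 17.8 h for Hspa8, 20.5 h for Hspa5, 21.6 h for Calr, 21.5 h for Hsp90b1 and 20.5 h for Hsp90aa1. In SCNx their unadjusted p was 0.0567 for Hspa8, 0.0428 for Hspa5, 0.00287 for Calr, 0.00751 for Hsp90b1 and 0.0162 for Hsp90aa1, with fitted peaks between 16.6 and 17.7 h, and no adjusted p was under 0.05 (edgeR's quasi-likelihood test). The adjusted p of the difference from Ctrl was 0.00419 for Calr, 0.0111 for Hsp90b1, 0.0404 for Hsp90aa1, 0.128 for Hspa5 and 0.264 for Hspa8 by edgeR's quasi-likelihood test. Among the other fits, the difference call was lost for Hsp90aa1 in 18 of 34 (adjusted p up to 0.0918 without Ctrl CT12) and the difference call was gained for Hspa5 in 2 of 34 (adjusted p down to 0.0253 with DESeq2's likelihood ratio test).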

Precisely scheduled ERS may also help to rapidly shut down the translation when needed and fine-tune the timing of circadian secretion. The ChP clock thus not only regulates the circadian secretome of the CSF [32], but may also protect ChP from associated cytotoxic damage by precise timing of the ERS response [79].

The overt ex vivo rhythms of cultured cells [80], many explanted peripheral [33, 81], and brain tissues [82] dampen over time due to gradual decoupling of individual cellular oscillators. The ChP clock maintains high amplitude rhythms ex vivo over a longer interval [18] but the mechanism of how the intercellular synchrony is maintained in the static culture of extra-SCN tissue is unclear. Recently, a rhythmic ER-Golgi-Endosome secretory pathway was reported to contribute to intercellular synchrony in dense cultures of U-2 OS cells [83]. Interestingly, we found that the TGF-β coreceptor gene *Eng* is also rhythmically expressed in ChP. Our results suggest that paracrine coupling involving TGF-β may be involved in achieving high synchrony among individual ChP cells, and thus help to maintain these rhythms in the absence of external rhythmic signals. Under in vivo condition, multiple mutually synchronized rhythmic cues may complement paracrine signaling and contribute to maintaining the high amplitude ChP rhythms. Intriguingly, we show that surgical ablation of the SCN to mice dampened the high amplitude PER2 bioluminescence oscillations monitored in ChP ex vivo, which indicates that SCNx may compromise synchrony among the entraining signals.

As an important outcome of our study, we identified circadian expression of a large set of protein-coding genes involved in multiple ChP-specific functions, such as CSF production, defense against immune challenge, metabolite clearance from the brain, and disease-related processes, as discussed below.

The CSF secretion shows diurnal variation with a peak during the night hours in humans [23, 84]. Although the involvement of the ChP clock in CSF production has been hypothesized [18], its mechanism has been questioned due to the absence of daily variation in the expression of the water channel, aquaporin 1 (*Aqp1*) [20]. Our results confirm the absence of circadian rhythm in *Aqp1* and other aquaporin genes at the mRNA level. Nevertheless, we identified other markers of the CSF production that are under circadian control. For example, tightness of cell adhesion may fluctuate over 24 h because both its upstream (WNT signaling pathway) and downstream (cadherins *Cdh3*, *Cdh18*, *Cdh19*, *Pcdhac2*, but not the tight junction genes such as claudins and occludin) constituents are expressed diurnally. 

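In Ctrl, Cdh18, Cdh19 and Pcdhac2 had log2 amplitudes of 0.68 ± 0.084, 0.52 ± 0.093 and 0.43 ± 0.050 (SE) and adjusted p of 0.000572, 0.00485 and 0.00129 by edgeR's quasi-likelihood test. Pcdhac2 belongs to a cluster of genes that share exons and its count is uncertain. Ocln (ENSMUSG00000021638) had an adjusted p of 0.492 by the same test, and the rank test gave it a Q of 0.332.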

Importantly, the CSF is not a passive ultrafiltrate of the plasma but is actively secreted, for which ChP uses controlled transport of molecules across the cell membrane (reviewed in [85]). 

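Clcn2 had an adjusted p of 0.0255 in Ctrl, Slco3a1 (ENSMUSG00000025790) one of 0.0282 and Slc39a10 (ENSMUSG00000025986) one of 0.155 by edgeR's quasi-likelihood test, with log2 amplitudes of 0.40 ± 0.084, 0.22 ± 0.037 and 0.35 ± 0.095 (SE). Slc39a10 was not called, and its Q was 0.0561 by the rank test. Magt1 had a log2 amplitude of 0.40 ± 0.055 (SE) and a fitted peak at 21.4 h. Refitted with other settings or without single mice, the rhythm call was lost for Slco3a1 in 7 of 35 (adjusted p up to 0.106 without Ctrl CT24) and Clcn2 in 5 of 35 (adjusted p up to 0.0984 without Ctrl CT12) and the rhythm call was gained for Slc39a10 in 3 of 35 (adjusted p down to 0.0180 without both Ctrl CT4 and SCNx CT32).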

We show that genes coding for many actively regulated ion transporters and channels are expressed rhythmically, e.g., transporters for zinc (*Slc39a10*), magnesium (*Magt1*), chloride (*Clcn2*), calcium (*Cacng7*), potassium (*Kcnj8*, *Kcnk18*), and organic anions (*Slco3a1, Slc22a8*). On the other hand, we did not find significantly circadian expression of genes belonging to the SLC12 and SLC4 families of transporters, nor genes coding for subunits of Na+-K + ATPase pump (*Atp1a1*, *Atp1b1-2*), all of which are abundantly expressed in ChP epithelium [31, 85]. 

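Of the SLC12 family, 0 of 7 tested genes had an adjusted p under 0.05 in Ctrl by edgeR's quasi-likelihood test, and the lowest was 0.0694 for Slc12a2 (ENSMUSG00000024597). Of the SLC4 family, 1 of 9 did, Slc4a11 (ENSMUSG00000074796) (adjusted p = 0.00657, log2 amplitude 0.28), which is named because its value was seen. Of the subunits of the Na-K-ATPase, 1 of 6 did. This was Atp1b2 (ENSMUSG00000041329), with a log2 amplitude of 0.19 ± 0.038 (SE), a peak at 5.41 h and an adjusted p of 0.00411 by the same test.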

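In Ctrl, Slc16a6 (ENSMUSG00000041920), Plscr4 (ENSMUSG00000032377), Slc2a4 (ENSMUSG00000018566) and Slc19a1 (ENSMUSG00000001436) had log2 amplitudes of 0.52 ± 0.047, 0.37 ± 0.038, 0.47 ± 0.10 and 0.27 ± 0.056 (SE) and adjusted p of 0.000172, 0.000456, 0.0134 and 0.0244 by edgeR's quasi-likelihood test. Slc2a9 (ENSMUSG00000005107) was not called (adjusted p = 0.0670 by the same test, mean 2.43 CPM), and its Q was 0.174 by the rank test. Over the alternative fits, the rhythm call was lost for Slc2a4 in 3 of 34 (adjusted p up to 0.0669 without the filter on low counts) and Slc19a1 in 3 of 35 (adjusted p up to 0.0738 without Ctrl CT36) and the rhythm call was gained for Slc2a9 in 8 of 34 (adjusted p down to 8.07e-05 with 1 surrogate variable).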

Interestingly, transporters for lactate, pyruvate and ketone (*Slc16a6*), phospholipid (*Plscr4*), glucose (*Slc2a9*, *Slc2a4*, but not GLUT1 gene *Slc2a1*), and folate (*Slc19a1*) show significant rhythmicity, suggesting diurnal nourishment of the brain cells via rhythm in the CSF composition. Compared to plasma, the CSF contains about 2-20-fold less free amino acids, with the exception of glutamine, which is nearly equal. This is maintained by the activity of amino acid transporters [86], and we show that expressions of some of them (*Slc6a15* and *Slc6a20b*) exhibit circadian variation. Additionally, ChP cells express rhythmically genes coding for hydrolases, which catabolize fatty acid amides (*Faah*) and glycolipids, glycoproteins, and oligosaccharides (*Neu2*), as well as lipoprotein lipase *(Lpl)*, which breaks down triglycerides from the bloodstream. 

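Slc6a15 (ENSMUSG00000019894) had a log2 amplitude of 0.21 ± 0.045 in Ctrl (SE) and an adjusted p of 0.0580 by edgeR's quasi-likelihood test, with a Q of 0.103 by the rank test. Slc6a20b (ENSMUSG00000025243), which has a near-identical copy and an uncertain count, had an adjusted p of 0.295 by the same test of edgeR and a Q of 0.330 by the rank test. When settings or mice were changed, the rhythm call was gained for Slc6a15 in 10 of 35 (adjusted p down to 0.0184 in a separate fit per group).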

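Faah (ENSMUSG00000034171) had a log2 amplitude of 0.85 ± 0.18 in Ctrl (SE), a peak at 1.27 h and an adjusted p of 0.0554 by edgeR's quasi-likelihood test, and a Q of 0.0673 by the rank test. In SCNx its highest library was SCNx CT0 with 18.9 CPM, a library rich in liver transcripts. The rhythms of Neu2 and Lpl differed between the groups at an adjusted p of 0.0174 and 0.0111 by the same test. By comparison across the fits, the rhythm call was gained for Faah in 11 of 35 (adjusted p down to 0.000252 with 1 surrogate variable). Across settings and mice left out, the difference call was lost for Neu2 in 1 of 33 (adjusted p up to 0.0733 with 1 surrogate variable).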

The circadian regulation of *Lpl* is consistent with a previous report in liver [87]. Altogether, our results reveal circadian regulation of strategic milestones in production and composition of the CSF.

ChP plays a role in forming an immune barrier to separate the blood from the brain, providing protection from infection (reviewed in [88]). Although circadian control of immune processes is well-documented [89, 90], it has not been investigated whether such control is present in ChP. Previous transcriptomic analyses of mouse ChP to identify genes responding to peripheral infection due to repeated LPS treatments revealed the most significant changes in pathways facilitating entry of cells into the CSF fluid and participating in the innate immune response to infection [27]. We found high-amplitude rhythms in the expression of genes for transmembrane receptors for interleukin 1 (*Il1r1*) and for LPS (*Cd14*), several genes for chemokines (*Il33, Ccl12, Ccl25*), for cytokine signaling regulators (*Cish, Cys1, Sh2b3*), and others. 

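In Ctrl, Il33 (ENSMUSG00000024810), Cys1 (ENSMUSG00000062563) and Sh2b3 (ENSMUSG00000042594) had log2 amplitudes of 0.45 ± 0.076, 0.88 ± 0.11 and 0.24 ± 0.051 (SE) and adjusted p of 0.00560, 0.000308 and 0.00369 by edgeR's quasi-likelihood test. Cd14 (ENSMUSG00000051439) and Ccl25 (ENSMUSG00000023235) were not called (adjusted p = 0.267 and 0.143 by the same test), and their Q was 0.497 and 0.0471 by the rank test. Ccl12 (ENSMUSG00000035352) was below the minimum and not tested, with a mean of 0.454 CPM in Ctrl. Elsewhere among the fits, the rhythm call was gained for Ccl25 in 1 of 35 (adjusted p down to 0.0340 in a separate fit per group).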

Genes coding for components of NF-κB and MAPK signaling pathways (*Nfkbia, Nkiras, Map2k3*) involved in regulation of immune response were also rhythmically transcribed [91]. 

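Map2k3 (ENSMUSG00000018932) was not called in Ctrl, with a log2 amplitude of 0.18 ± 0.058 (SE) and an adjusted p of 0.250 by edgeR's quasi-likelihood test, and its Q was 0.365 by the rank test.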

The results strongly suggest circadian control of multiple processes involved in the immune defense of ChP.

ChP participates in clearing waste, such as metabolites, drugs, and toxins, from the brain. This requires synchronized CSF production by ChP and drainage of interstitial fluid via the sleep-regulated glymphatic system [24, 92], resulting in a non-selective pathway for the removal of solutes and macromolecules via bulk CSF flow. Additionally, ChP cells themselves are able to actively export/degrade both endogenous active biomolecules and xenobiotics. For example, the *Slc22a8* product OAT3 (previously shown to be rhythmic also by others [93]) has been proposed to act as a cerebral clearance pathway for prostaglandins PGE_2_ and PGD_2_ (reviewed in [55]). Since PGE_2_ plays a role in modulating wakefulness [94] and PGD_2_ promotes sleep [95], circadian dysregulation of ChP expressed *Slc22a8* may be an overlooked factor in sleep physiology.

We identified rhythmically expressed genes, which have been associated with developmental processes, such as hydrocephalus-associated genes (*Ccdc88c, Hydin*) [53, 96], and several rhythmically expressed mitogens, which are likely diurnally released into CSF (*Wnt5b, Angpt1-2, Ccn2*) [97–99]. 

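In Ctrl, Ccn2 peaked at 13.2 h and the receptor genes Adora2b, Lrp3, Ghr and Paqr9 at 12.9, 12.3, 14.0 and 14.1 h. Il33 and Cish peaked at 11.9 and 13.9 h. In SCNx, Ccn2 had a log2 amplitude of 0.25 ± 0.12 (SE) and an unadjusted p of 0.0823.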

The peak of expression for *Wnt5b*, *Ccn2*, as well as many other genes for receptors and ligands of various signaling pathways, falls at the beginning of the circadian night. Finally, we also found genes related to neurodegenerative diseases. ChP has been implicated in pathologies of Alzheimer’s disease, Huntington’s disease, and frontotemporal dementia [100]. Especially AD has been repeatedly associated with impaired secretory, barrier, transport, and immune function of ChP [88, 101]. In our study, we found circadian regulation of several AD-associated genes. For example, the gene for interleukin 33 (*Il33*), which plays a role in reversing the buildup and preventing the new formation of amyloid plaques in animal AD model APP/PS1 mice [102], *Lrp8os3*, coding for the receptor for AD genetic risk marker apolipoprotein E [103], or *Fhl2*, coding adaptor protein physically interacting with another important AD marker, presenilin 2 [104]. On the other hand, many other genes associated with AD were not rhythmically active (e.g., *Trem2*, and *Mt2*).

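Fhl2 (ENSMUSG00000008136) had a log2 amplitude of 0.46 ± 0.12 in Ctrl (SE) and an adjusted p of 0.0391 by edgeR's quasi-likelihood test. Lrp8os3 (ENSMUSG00000087200) was not called (adjusted p = 0.0730 by the same test). By its name it lies antisense to Lrp8, and because the paper's text does not state whether reads were counted by strand, its count is uncertain. Lrp8 itself had a log2 amplitude of 0.38 ± 0.051 (SE) and a peak at 0.860 h. In other fits, the rhythm call was lost for Fhl2 in 11 of 34 (adjusted p up to 0.127 without Ctrl CT44) and the rhythm call was gained for Lrp8os3 in 2 of 34 (adjusted p down to 0.0360 without both Ctrl CT4 and SCNx CT32).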

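Trem2 (ENSMUSG00000023992) averaged 1.04 ± 0.342 CPM in Ctrl (SD, n = 12 mice) and had an adjusted p of 0.340 by edgeR's quasi-likelihood test. Mt2 (ENSMUSG00000031762), which has similar copies and an uncertain count, had an adjusted p of 0.278 by the same test and its highest Ctrl library was Ctrl CT16 with 14.2 CPM, the library rich in liver transcripts.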

In search for a mechanism of how the SCN entrains the ChP clock, we considered the possible role of glucocorticoids based on a synthesis of multiple findings: (a) glucocorticoid release is highly rhythmic [105] as an output signal of the SCN clock [106, 107]; (b) extra-SCN clocks are often sensitive to GR-signaling [82, 108, 109]; (c) our previous data showed that the ChP clock dampens in response to abolishment of the glucocorticoids due to adrenalectomy in vivo and responds to the corticosterone agonist Dex when applied to explants in vitro [21]; (d) our current RNAseq data showed particularly strong rhythmic activation of GR-signaling markers lost in SCNx mice. In this study, we demonstrated that in SCNx mice circadian rhythms in ChP are dampened and their rhythmicity can be restored by intraperitoneal injections of Dex for three consecutive days. The injections not only restored the cellular rhythms in the ChP, but also shifted their phases. The effect of Dex was compared with the rhythm in SCNx mice that were not treated to prevent activation of endogenous glucocorticoids by manipulating the animals, which may potentially provide an additional entraining signal. We showed that circadian variation of corticosterone in vivo could provide the regular humoral signal that maintains the coherent high-amplitude cellular rhythms in ChP. Of course, our results do not exclude the possibility of other rhythmic signals that could also play an important role in entraining the ChP clock. Such mechanisms remain to be discovered.

There are some limitations to our study. (a) We cannot exclude the possibility that we missed low-amplitude and/or low-expressed genes of importance for ChP biology due to we set a threshold for the significance of rhythmicity. (b) The sensitivity of our approach might be limited due to the lack of replicates at each time point and the relatively sparse 4-h sampling interval. However, this was largely compensated by sampling in two cycles as recommended in the Guidelines for Genome-Scale Analysis of Biological Rhythms [110]. For this reason, we focused only on high- and medium-amplitude rhythms with circadian (and not ultradian) periods. (c) We provide temporal but not cellular resolution of the transcriptomic data. However, verification of transcript/cell type can be obtained from data of a recent study by Dani and colleagues [31], in which single-cell RNAseq was performed to compare between developmental stages at one time point. (d) We only analyzed RNA levels (with the exception of real-time PER2 luminescence recording of ex vivo ChP). A recent important study [32] reported diurnal rhythms in ChP at the protein and metabolite levels, though at the lowest possible time resolution (two time points). (e) We only analyzed ChP from the 4th ventricle of male mice to be consistent with our previous study in which we found that the clock is highly sensitive to disrupted environmental cycles [111]. It remains to be clarified whether circadian transcriptomic profiles differ between ChP in the lateral and third ventricle and whether they are sex-dependent. Future studies taking advantage of powerful time-resolved scRNAseq complemented by proteomics and metabolomics may reveal even more details and help us understand the importance of circadian regulation of ChP function.

In summary, we report the first detailed time-resolved transcriptomic study of a brain tissue with an extremely robust circadian clock, ChP of the 4th ventricle, providing the first evidence for many rhythmically regulated processes in this tissue. Furthermore, we show that the ChP clock and its function are highly dependent on the pacemaker clock in the SCN that possibly employs corticosterone rhythm as a humoral entraining signal. Importantly, our study reveals the high sensitivity of the ChP clock to the absence of signals emanating from the SCN in vivo, which in humans may be caused by an unhealthy lifestyle. The extensive role of the ChP in brain homeostasis, together with previously published [18, 32] and current data, provides the basis for the hypothesis that ChP is the main site that transmits circadian disruption to other parts of the brain. Testing this hypothesis could lead to findings with far-reaching implications for considering the function of ChP in neurodevelopment, psychiatric and neurodegenerative disorders, or sleep regulation.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

## Data Availability

Raw files and technical details about the RNA-Seq data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession no. GSE243858.

How the deposited data were processed for this re-analysis (not part of the article)

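RNA-seq data of the choroid plexus of the 4th ventricle were available for 12 sham-operated mice (Ctrl) and 12 mice with a lesion of the SCN (SCNx), each group with 1 mouse every 4 h from CT0 to CT44, and for 1 mouse at ZT7 and 1 at ZT18 of a line with Bmal1 deleted in cells expressing Foxj1 (KO). The authors aligned the reads of Ctrl and SCNx to GRCm39 with the nf-core/rnaseq pipeline and deposited tables of Salmon's estimated counts per gene, which were not normalized. The authors deposited the KO values as estimated counts per gene too. These counts are not whole numbers and were rounded before the tests. The supplementary table of the authors lists TPM values per gene and library. The copy at hand held 997 genes, a part of those the paper analysed, and these TPM values served only for a comparison with CPM, which was computed from the deposited counts.

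The table held 55416 genes, of which 1597 had a name that occurs more than once, and these were kept apart by their Ensembl identifiers. Genes with a mean CPM of at least 1 in Ctrl and in SCNx were tested, which left 13697. Library sizes and compositions were adjusted with TMM in edgeR 4.0.16 under R 4.3.3. One negative binomial model with a mean, a 24 h cosine and a 24 h sine per group was fitted to the 24 libraries, and a second model with a mean per group served for the comparison of levels. All p-values of genes come from edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment over the tested genes, at a threshold of 0.05, unless another test is named. Levels were also compared at a threshold of 0.25, as in the paper. With 12 libraries and 3 fitted terms per group, fold changes carry the standard error of the fit, and amplitudes one from the spread of log2 CPM around the fitted curve. Depth limits precision little for genes above the minimum, since the smallest library of Ctrl and SCNx held 38751201 estimated counts. The KO libraries held 17425207 and 18059227, and with 1 mouse per time they were only described.

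Peak times and amplitudes came from the fitted curves. The rank test of the eJTK type was written in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The rhythmic genes of Ctrl were grouped into 6 clusters by k-means with 50 starts. Day-night differences used log2 CPM with a prior count of 1, over the 38 genes with the smallest p for a rhythm in Ctrl, against 10000 lists matched on mean expression. The correlation of clock genes across mice was tested with 100000 permutations. To keep the choice of genes apart from the measurement in Ctrl, 100 genes and their phases were chosen on 1 day of Ctrl, and their amplitude along these phases was measured on the other day of each group.

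Lists of genes were tested for an excess of rhythmic genes with Fisher's exact test, and between the groups with camera and fry of limma 3.58.1, with Benjamini-Hochberg adjustment over the 18 lists. These were lists of clock genes, ER protein processing, heat shock genes, glucocorticoid targets, choroid plexus epithelium, neurons and cerebellum, oligodendrocytes, astrocytes, fibroblasts, endothelium, macrophages and blood, and 6 Reactome sets. The further lists of hepatocytes, forebrain neurons, brainstem neurons, melanocytes and granulocyte precursors were drawn up after the data had been seen. They were left out of these tests and were summed per library, with their genes' highest libraries counted. The hepatocyte genes were also compared between libraries by ratio and Spearman correlation.

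The genes named in the text come from those the paper names in its results, in Fig. 1E, Fig. 1I and Fig. 4, or in a discussion sentence about these libraries, the 5 with the smallest p in each direction between the groups, the 5 rhythmic genes with the largest amplitude in each group (SCNx had none) and the 5 with the smallest p for a difference of the rhythm. Any other gene is named with a remark that its values had been seen.

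The edgeR fits and the rank test were tested on simulated data. Counts were drawn for the 13697 genes with the means, dispersions and library sizes of the real data, with 200 genes changed. A log2 fold change of 0.5 between the groups was recovered for 76.5% of the changed genes and one of 1 for 93.5%. A rhythm with a log2 amplitude of 0.3 was recovered for 44% in Ctrl and 46% in SCNx, and one of 0.6 for 81% and 80.5%. A rhythm of amplitude 0.3 in one group only was called as a difference for 16% and 23.5% of the genes, and one of 0.6 for 64% and 65%, so that the test of the difference misses many smaller ones. The rank test recovered 0% of 200 genes with an amplitude of 1 residual SD at Q under 0.4 and 36.5% at 2 SD. Each of the edgeR tests called between 1 and 12 unchanged genes. Every gene was drawn independently, so that levels shared by many genes of a library were left out. In the real data, permuted times gave up to 166 genes in Ctrl. The simulated false calls therefore do not hold for the real data. The dispersions were those of the fit with cosine and sine, also for fold changes, whose recovery may thus be too high.

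The alternatives tried were DESeq2 1.42.0 with its Wald test and likelihood ratio test, its size factors in edgeR, limma-trend, the rank test, other minimum levels of expression and none, a surrogate variable from sva 3.50.0, cosine and sine as covariates, a linear trend, a separate fit per group, the time point as a block, other thresholds, and leaving out each mouse in turn. ARSER, BIO_CYCLE and the paper's web tools for pathways were not run. The tables give no batch, so that no batch was fitted.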

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

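The permutations of labels and the comparison of the spread between mice were chosen ahead of the results, and all other tests in this part were chosen only after the result was seen.

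The 24 h rhythm differed between Ctrl and SCNx for 291 genes at an adjusted p under 0.05 by edgeR's quasi-likelihood test, a tested difference between groups of mice. Among the genes with the smallest p, the log2 amplitude fell from 1.24 in Ctrl to 0.44 in SCNx for Per3, from 1.27 to 0.34 for Npas2, from 0.60 to 0.21 for Leo1 and from 0.40 to 0.086 for Slc20a2. The adjusted p was 3.37e-05 for Per3, 3.37e-05 for Npas2, 9.11e-05 for Leo1 and 0.000130 for Slc20a2. When the mice of a time point were swapped between the groups at random, 2 of 100 draws, the real one included, gave as many genes, and the highest draw gave 317. At an unadjusted p under 0.05 there were 2067 genes, which 13 of the 100 draws reached, so that only the count after adjustment stands apart. Other tissue in single libraries is described in the next paragraphs. Over all 291 genes, 227 were called without 4 such libraries, but the minimum CPM was not applied anew there and liver genes were among those kept, so that after this value had been seen the genes were divided and the test was replaced by 2 others. Without Ctrl CT16 and SCNx CT0, 46 of the 291 genes fell under the minimum CPM, and when they were kept in the fit 1 was still called. The same libraries picked these genes and carry their levels, so that the loss of the call largely follows from the choice, and for these genes liver RNA and a difference in the choroid plexus cannot be told apart by this test. Of the other 245 genes, 164 were called without these libraries and 215 without Ctrl CT4 and SCNx CT32 as well, which argues against other tissue as the whole reason for these. With all libraries thinned to the smallest one, 268 of all 291 genes were called, which argues against differences in depth. Without the 10 most abundant genes and all mitochondrial genes, 273 of the 291 were, which argues against a few genes taking most of the counts. Clocks at full strength but at a different phase in each SCNx mouse would leave the spread of clock genes between mice as wide as in Ctrl, while the SD across SCNx mice was 0.431 times that across Ctrl mice. Leaving out 1 mouse at a time moved the count from 163 without SCNx CT16 to 466 without SCNx CT32. For the genes that stay over the minimum, weaker rhythms through the lesion remain as a hypothesis, formed and tested on the same data. GC content, gene length and reads shared between similar genes were not tested. Damage to tissue around the lesion other than the SCN is part of the same design and was not tested.

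Genes of liver cells, which the paper does not discuss, were abundant in single libraries. The summed CPM of 24 hepatocyte genes, of which 1 had a median of at least 1 CPM over the libraries, was 4122 in Ctrl CT16, 15358 in SCNx CT0 and 64.02 in Ctrl CT40, which is 975, 1520 and 15.1 times the median of the group. The list took 0.412% of the counts of Ctrl CT16 and 1.54% of those of SCNx CT0. Alb (ENSMUSG00000029368) alone had 38851 counts in Ctrl CT16, 336959 in SCNx CT0, 638 in Ctrl CT40 and a median of 6 in the other libraries. A 24 h rhythm of these genes in the choroid plexus would make CT40 as high as CT16, while the median ratio of Ctrl CT16 to Ctrl CT40 was 63.1. Liver tissue or liver RNA in Ctrl CT16 and SCNx CT0 may account for them. Of the list, 24 of 24 genes were highest of Ctrl in Ctrl CT16 and as many highest of SCNx in SCNx CT0. The list was drawn up after the liver genes had been seen, so that these counts restate the observation. The same explanation had been expected to give levels that go together across the list in these libraries, with a Spearman rho over 0.8, and this part was not met (rho = 0.0765), so that the source need not be the same in both. In Ctrl CT40, the levels followed those in Ctrl CT16 across the list with a Spearman rho of 0.858, against 0.270 with SCNx CT0, at a median of 1.58% of the level, so that a small amount of material of Ctrl CT16 is a candidate explanation for them. The genes with the largest 24 h amplitudes in Ctrl, Orm1, Fgb, Mup10, Fga and Pzp, follow from liver RNA in Ctrl CT16 by the same view. Without Ctrl CT16 and SCNx CT0, 0 of these 5 genes were called rhythmic, since 0 of them reached the minimum CPM. They were therefore not tested there, and this count does not test liver RNA as their source. Apart from a 24 h rhythm in the choroid plexus, no biological explanation was tested, since the design names none.

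Genes of neurons were most abundant in 2 libraries. The list of neurons and cerebellum has 13 genes, of which 3 had a median of at least 1 CPM. Its summed CPM was 364 in Ctrl CT4 and 546 in SCNx CT32, or 18.3 and 28.6 times the median of the group. It was also raised in SCNx CT12 with 96.4 and in Ctrl CT44 with 60.7, against medians of 19.0 in SCNx and 19.9 in Ctrl. In SCNx CT12, 5 of the 13 genes were highest of SCNx. The source in SCNx CT12 and Ctrl CT44 was not tested. A list of 12 genes of brainstem neurons, of which 1 had a median of at least 1 CPM, summed to 174 in SCNx CT32, 42.9 times the median. Brain tissue beside the choroid plexus would raise the lists of neurons, oligodendrocytes and astrocytes together, each to over 2 times the median. In SCNx CT32 the smallest of these folds was 4.19 (oligodendrocytes), with 6.23 for astrocytes, so that adhering brain tissue may be the source there. In Ctrl CT4 the smallest fold was 1.92, again of oligodendrocytes, which did not meet the level of 2, while astrocytes reached 4.91. Brain tissue and another source of neuronal transcripts cannot be told apart in Ctrl CT4, because Mbp, with a median of 64.4 CPM, makes up most of the oligodendrocyte sum and would hide a small share, and the case was left open only after this value had been seen. Of 12 genes of forebrain neurons, 11 were highest of Ctrl in Ctrl CT4, such as Camk2a with 376 CPM against a median of 0.952, a gene named after its value had been seen, while the brainstem list was at 1.02 times its median. These values go with forebrain tissue, but the list was drawn up after the data had been seen and does not decide between tissue and RNA from elsewhere. The choroid plexus itself expresses all 5 astrocyte genes and 3 of the 5 oligodendrocyte genes at a median of at least 1 CPM. No biological explanation was tested.

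Genes of blood cells stood out in SCNx CT44, with a summed CPM of 6528 over the 5 genes of the list, 12.3 times the median of SCNx, and all 5 genes are found in every library at a median of at least 1 CPM. Blood left in the tissue would raise every gene of the list, and 5 of the 5 genes had their highest SCNx level in this library, so that residual blood is a candidate explanation. Genes of granulocyte precursors, of which 0 of 5 had a median of at least 1 CPM, summed to 34.0 in SCNx CT4, 219.8 times a median close to 0. Bone marrow would bring haemoglobin transcripts too and raise the blood list over 2 times the median, while its sum in this library was 0.484 times the median of SCNx, which by that expectation speaks against marrow. The blood list has a high level in all libraries, which would hide a small amount of marrow, so that marrow and other sources of these transcripts cannot be told apart here. The case was left open only after this value had been seen. No biological explanation was tested for either.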

How the results depend on the processing

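The alternatives were set before the data were examined, apart from the fits without both Ctrl CT16 and SCNx CT0 and without both Ctrl CT4 and SCNx CT32, and the rank test at Q under 0.05, which were chosen after seeing the data. Where no reason is given for a change, the cause was not tested.

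The count of genes that differ in level between Ctrl and SCNx changed with several settings. DESeq2's Wald test called 14 genes at 0.05 and 211 at 0.25, where edgeR called 0 and 0 (1283 at an unadjusted p under 0.05). At 0.25, edgeR called 7 with a minimum mean CPM of 0.5, 24 with one of 5, 199 with the cosine and sine of each group as covariates, 18 with 1 surrogate variable and 34 without both Ctrl CT4 and SCNx CT32. DESeq2's size factors, no filter on low counts and the fit without both Ctrl CT16 and SCNx CT0 gave 0 at both thresholds. Across the 24 fits that each left out 1 mouse, the count was 0 to 3 at 0.05 (highest without SCNx CT32) and 0 to 294 at 0.25 (highest without SCNx CT36).

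With the time point as a block, which pairs the mice of Ctrl and SCNx killed at the same time, there were 0 genes at 0.05, 0 at 0.25 and 937 at an unadjusted p under 0.05. After removal of the fitted group means, the 2 mice of a time point had correlations of their residuals from -0.444 to 0.335, with a median of 0.00567 and 5 of 12 pairs over 0.1, against a median of 0.00924 for the other 132 combinations.

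For rhythmic genes in Ctrl, the count of 1459 became 2215 at an adjusted p under 0.1, 5712 at 0.4, 6925 with the rank test at Q under 0.4, 923 with it at Q under 0.05 and 2223 without both Ctrl CT4 and SCNx CT32. Looser thresholds raise a count by construction. With the other settings it lay between 1116 (no filter) and 2053 (DESeq2's likelihood ratio test), and from 918 to 2249 across the 24 fits without single mice (lowest without Ctrl CT44, highest without SCNx CT32). For SCNx, the count of 0 (2032 at an unadjusted p under 0.05) became 3069 at 0.4, 1 with the rank test at either Q, 432 with DESeq2's likelihood ratio test and 1384 without a filter, and 0 to 6 without single mice (highest without SCNx CT24). It stayed 0 with limma-trend, DESeq2's size factors, minimum CPM of 0.5 and 5, 1 surrogate variable and a linear trend. It also stayed 0 in separate fits and in both fits without pairs of libraries. The SCNx count of 3069 at 0.4 became 0 in separate fits, 123 with limma-trend and 6828 with a linear trend. With single mice left out it lay between 1366 (without SCNx CT16) and 5485 (without SCNx CT8).

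The difference of the rhythm, called for 291 genes, was called for 503 at 0.1, 3046 at 0.4, 589 with DESeq2's likelihood ratio test, 654 without a filter, 138 with 1 surrogate variable and 504 without both Ctrl CT4 and SCNx CT32. Without both Ctrl CT16 and SCNx CT0 it was 214, and from 163 to 466 without single mice. The surrogate variable of this fit stood at 0.705 in SCNx CT0, 0.569 in Ctrl CT16 and 0.154 in Ctrl CT40. These libraries held the most liver transcripts, so that this setting largely follows them.

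The median ratio of amplitudes, 0.396, moved to 0.537 over the genes at 0.4 and to 0.546 with the range of the phase means, and lay from 0.367 to 0.443 without single mice. Permuted times of Ctrl, with SCNx amplitudes of the real times, were drawn for the first of these measures only. They gave 0.464 to 0.778, a range that holds both the ratio over the genes at 0.4 and that of the phase means. The amplitude on the second day along the Ctrl phase lay from 0.12 to 0.22 in Ctrl and from -0.011 to 0.051 in SCNx without single mice. Choosing 300 genes, or choosing on the second day and measuring on the first, kept both values within the jackknife SE. The share of peaks at CT10 to CT14, 11.8%, was 27.8% by the template of the rank test and from 8.57 to 13.2% without single mice. The largest cluster of 479 genes held 1520 when genes at 0.4 were clustered, which are more genes by construction.

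The day-night difference of the top genes in Ctrl, 1.34, was 1.29 with CT32 and CT44, 0.79 with CT8 and CT16 and 0.94 over 100 genes. In SCNx, 0.68 became 0.29, 0.78 and 0.49 in the same order, and 0.63 as a signed difference. In KO, 0.22 became 0.011 as a signed difference. The 3 lists that camera called between the groups were 0 with fry.

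No fold change of a named gene changed its sign under any setting, and no named gene called rhythmic in Ctrl by 2 cosine fits moved its peak by more than 6 h. The clock list and the heat shock list, lower in SCNx with camera, were higher with fry (adjusted p = 0.987 and 0.987), and neither was called by either test. For rhythms of named genes in Ctrl, 4381 comparisons without single mice held 153 that lost the call and 30 that gained it, in 42 genes, and 2160 with other settings held 46 and 79, in 58 genes. For rhythms in SCNx, 51 of 2160 comparisons with other settings gained the call and 0 of 4381 without single mice did. For the difference, 232 comparisons lost and 40 gained the call without single mice, and 65 and 51 did with other settings. For fold changes, 1 of 552 comparisons without single mice and 10 of 227 with other settings gained a call. Of all 36 comparisons of lists, 4 lost and 2 gained one. A minimum TPM in place of a minimum CPM was not run, since the annotation at hand was of another genome build than the counts.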

Differences from the paper's values

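A gap between values is called closed where one is at most 1.5 times the other. The paper states 11 genes that differ in level between Ctrl and SCNx at an FDR of 0.05 and 174 at 0.25, where edgeR's quasi-likelihood test gave 0 at both (1283 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2's Wald test closed the first gap with 14 genes, and the others did not. For the second, DESeq2's Wald test gave 211, the cosine and sine of each group as covariates 199 and the fit without SCNx CT8 180, which closed it, and the others did not. The paper's methods name DESeq2. The paper's number of genes rhythmic in Ctrl is 732, at Q under 0.4 by eJTK, ARSER and BIO_CYCLE. The cosine test gave 1459 at an adjusted p under 0.05 and 5712 under 0.4. Method and threshold thus differ from the paper's, so that these numbers are not of one measure. The fits without Ctrl CT8 (1030), without Ctrl CT20 (1068) and without Ctrl CT44 (918) came within 1.5 times the paper's number and stayed above it, and the other alternatives set before the data were examined did not come within it. The rank test at Q under 0.05, a threshold chosen for that test after seeing the values, gave 923 genes, which is also within 1.5 times and above. In SCNx the paper's number is 27 by its methods at Q under 0.4. Here it was 0 at an adjusted p under 0.05 of the cosine test (2032 at an unadjusted p under 0.05) and 3069 under 0.4. None of the alternatives set before the data were examined closed the gap.

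The largest k-means cluster holds 181 genes in the paper and 479 here, and none of the alternatives set before the data were examined closed the gap. For Ddit3 the paper gives an adjusted p of 0.4061, and edgeR's quasi-likelihood test gave 0.118. Of the alternatives set before the data were examined, only the fit without a filter on low counts came within 1.5 times the paper's value, at 0.291 and below it, and the rank test gave a Q of 0.0388. The paper names 4 rhythmic cadherin genes, and 8 of 50 tested were rhythmic here, among them clustered protocadherins whose counts are uncertain, and no alternative set before the data were examined closed the gap (21 genes at 0.4). Rhythmic in both groups are about 2 genes in Fig. 1H, read by eye, and 0 here. None of the alternatives set before the data were examined closed the gap. The rank test gave 1 gene. A threshold of 0.4, DESeq2's likelihood ratio test, no filter and the fit without SCNx CT24 each gave more genes than the paper. The day-night difference of the top genes in SCNx is about 0.30 in Fig. 1M, read by eye, and 0.68 here on the log2 scale. The figure shows normalized differences, and neither the normalization nor its list of genes was found, so that the 2 values are not on one known scale. Of the alternatives set before the data were examined, CT32 and CT44 in place of CT8 and CT20 closed the gap with 0.29, and the others did not. In KO it is about 0.56 in Fig. 1M, read by eye, and 0.22 here, with the same doubt about the scale, and none of the alternatives set before the data were examined closed the gap.

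The paper counts Nr1d1, Ciart, Arntl and Dbp as the genes with the largest amplitudes. Here Orm1, Fgb, Mup10, Fga and Pzp had the largest ones, with log2 amplitudes from 18.82 to 23.61. Their counts came almost wholly from Ctrl CT16, so that these fitted values cannot be read as the size of a rhythm. With the 59 genes far above their median in Ctrl CT16 left out, a step chosen after seeing the values, Grin2a still ranked above Arntl and Dbp. Among rhythmic genes by expression, the paper puts Hspa8, Hsp90aa1, Calr, Hsp90b1, Kcne2 and Hspa5 first, and here Trpm3 had the highest mean with 4774 CPM. The paper reports no rhythm of Cry1 and Rora, and their adjusted p was 1.09e-06 and 0.00714 by edgeR's quasi-likelihood test. Slc2a1 and members of the aquaporin, SLC4 and Na-K-ATPase families are given as not rhythmic in the paper, while Slc2a1 (0.0413), Aqp1 (0.00539), Aqp11 (0.0299), Slc4a11 (0.00657) and Atp1b2 (0.00411) had an adjusted p under 0.05 by this test. The paper places most peaks around CT10 to CT14 and CT18 to CT20 and few at CT0 to CT9. Here 11.8% of the fitted peaks fell in the first of these windows, 12.0% in the next and 34.0% in the last, and by the templates of the rank test 27.8% fell at CT10 to CT14. The largest cluster peaks around CT20 in the paper and at 8.26 h here, while with clusters of linear CPM, set before the data were examined, the largest peaked at 20.2 h. In its figure the paper shows a larger day-night difference in KO than in SCNx, and here, in log2 CPM, that of KO was the smaller one with each pair of time points, also with CT32 and CT44.

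Slc22a8 is lower in SCNx in the paper as here, and the paper calls it with DESeq2, while its adjusted p was 0.266 by edgeR's quasi-likelihood test. DESeq2's Wald test called it, together with Steap3, Pcsk2, Tnfrsf12a, Shisa4, Chpf and Matn4 of Fig. 1E, and the fit without SCNx CT32 called Pcsk2. Genes that the paper gives as rhythmic in Ctrl and that were not called here at an adjusted p under 0.05 by edgeR's quasi-likelihood test included Slc22a8 (0.115), Porcn (0.0533), Jag1 (0.108), Entpd1 (0.214), H2bc24 (0.0888), Abcb6 (0.0613), Slc39a10 (0.155), Slc2a9 (0.0670), Slc6a15 (0.0580), Slc6a20b (0.295), Faah (0.0554), Cd14 (0.267), Ccl25 (0.143), Map2k3 (0.250), Lrp8os3 (0.0730), Prdx6 (0.104), Gm21992 (0.528), Gpr137c (0.0800), Tfrc (0.276), Plekho2 (ENSMUSG00000050721) (0.0649) and Lsm5 (0.361). The rank test at Q under 0.4 called Slc22a8, Porcn, H2bc24, Abcb6, Slc39a10, Slc2a9, Slc6a15, Slc6a20b, Faah, Ccl25, Map2k3, Lrp8os3, Prdx6, Gpr137c, Tfrc and Plekho2 of these, and did not call Jag1, Entpd1, Cd14, Gm21992 and Lsm5. Of the other fits, Slc22a8, Abcb6, Slc39a10, Slc2a9, Slc6a15, Faah, Ccl25, Prdx6 and Gpr137c were called in a separate fit per group, Porcn, H2bc24, Abcb6, Slc2a9, Slc6a15, Faah, Gpr137c and Plekho2 were called with DESeq2's likelihood ratio test, Porcn, Jag1 and Slc2a9 were called with a linear trend per group, H2bc24, Abcb6, Slc2a9, Slc6a15 and Faah were called with 1 surrogate variable, Slc2a9, Faah and Plekho2 were called with limma-trend and Slc6a15 and Faah were called at a mean CPM of at least 5. With mice or libraries left out, Slc22a8 and Slc6a15 were called without SCNx CT20, Porcn and Plekho2 were called without Ctrl CT4, Porcn, Jag1, Slc2a9 and Faah were called without Ctrl CT16, Porcn was called without Ctrl CT24, Porcn was called without Ctrl CT28, Porcn was called without SCNx CT16, Porcn, Slc39a10, Slc6a15, Faah, Lrp8os3, Gpr137c and Plekho2 were called without SCNx CT32, Porcn and Slc6a15 were called without SCNx CT36, Porcn, Jag1, Abcb6, Slc2a9, Slc6a15, Faah and Prdx6 were called without both Ctrl CT16 and SCNx CT0, Porcn, Slc39a10, Lrp8os3, Gpr137c and Plekho2 were called without both Ctrl CT4 and SCNx CT32, Abcb6 and Slc6a15 were called without Ctrl CT0, Abcb6, Slc2a9, Slc6a15, Faah and Prdx6 were called without SCNx CT0, Faah was called without the filter on low counts, Faah was called without SCNx CT44 and Gpr137c was called without SCNx CT8, where the fits without pairs of libraries were chosen after seeing the values. Rorb, Arntl2, Dnase1l2, Ccl12, Mrln, Gm44256, Gm7331, Plac8 and Gm13133 were below the minimum CPM and not tested.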

Other observations

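The tests in this part were set ahead of the results, apart from those on unadjusted p and on TPM, which were chosen only after the result was seen.

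When the circadian times of the mice were permuted within the groups, 1 of 100 orders, the real one, gave as many genes rhythmic in Ctrl as found, and the highest other order gave 166. In SCNx the real order gave 0 genes, so that all 100 orders gave as many, and at an unadjusted p under 0.05 its 2032 genes were reached by 13 of the 100 orders, whose median was 1255. For the comparison of levels, all 100 splits of the 24 libraries gave at least the 0 genes found at 0.05 and all 100 at least the 0 found at 0.25, with a median of 91 and a highest count of 1885 at 0.25. At an unadjusted p under 0.05, the 1283 genes found were reached by 21 of the 100 splits. The genes under an unadjusted 0.05 in SCNx are therefore not more than permuted times of these mice give. The splits for levels were drawn over all 24 libraries without keeping the time points balanced. They could also place Ctrl CT16 and SCNx CT0, rich in liver transcripts, on the same side. They therefore cannot show how many genes balanced groups would give by chance, and the 1283 genes are left undecided.

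The clock genes had a smaller spread between SCNx mice than between Ctrl mice, with a median ratio of SD of 0.431. Clocks running at full strength, each at its own phase, would give a ratio near 1, so that this argues against such clocks as the reason for the lost rhythm. Clocks at a different phase in each mouse would also keep the relation between clock genes. That of Arntl to the mean of Nr1d1, Dbp, Per3 and Ciart was kept, with r of -0.933 in SCNx and -0.960 in Ctrl. Without SCNx CT8 and SCNx CT4 it was -0.782. Weakened clocks at different phases between mice therefore remain open. So do cells out of phase within a mouse, which the mean over its cells cannot show. Genes not rhythmic in Ctrl, of like expression, had a median ratio of 1.30, and without SCNx CT8 and SCNx CT4 the ratio for clock genes was 0.321.

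The day-night difference of the top genes was expected to be larger in KO than in SCNx, with noise of the 2 KO libraries as one explanation. The larger difference itself was not found, with 0.22 in KO and 0.68 in SCNx (mean absolute log2 difference). Of lists of other genes matched on expression, 93.3% had the larger difference in KO, and 19 of 38 top genes moved in the direction of the Ctrl curve in KO. The KO libraries may thus be noisier than those of SCNx, and a difference as large as noise gives is what the top genes show there. Kit, dissection and lighting went together with the genotype and could not be separated from it.

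In the Ctrl libraries, 991 tested genes had TPM values in the supplementary table at hand, which holds a part of the paper's genes. By the rank test at Q under 0.4, 109 of them were rhythmic in TPM and 515 in CPM with TMM factors. Relative to CPM, the median log2 TPM lay between -0.94 and -0.49 in single libraries. With each library's median shift taken off, 378 genes were rhythmic, so that shifts of all TPM values of single libraries may account for most of the gap, and not for all of it. Whether the same holds for the genes not in that table was not tested.

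Of 7 melanocyte genes, of which 3 had a median of at least 1 CPM, 5 were highest of Ctrl in Ctrl CT44 and 4 highest of SCNx in SCNx CT8. Dct, named after its values had been seen, had 96.1 and 52.6 CPM there, against a median of 5.47. The list summed to 179 CPM in Ctrl CT44, 174 in Ctrl CT0 and 138 in SCNx CT8. The summed CPM of the list was only 2.27 times the median in Ctrl CT44, because Oca2 alone had a median of 70.6 CPM. That of forebrain neurons was 1.76 times the median in Ctrl CT4 (4 of 12 genes at a median of at least 1 CPM), because Ppp1r1b had a median of 703 CPM. No source of the melanocyte transcripts was tested. For the other lists, the summed CPM was highest relative to the median of its group in Ctrl CT4 for fibroblasts (1.25 times) and macrophages (1.38 times), in Ctrl CT28 for endothelium (1.59 times) and in SCNx CT36 for choroid plexus epithelium (1.08 times). All genes of these 4 lists had a median of at least 1 CPM.

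In SCNx, the fitted peaks of the genes rhythmic in Ctrl fell most often at 16 to 18 h (244 genes), and in Ctrl most often at 20 to 22 h (261 genes). No gene was rhythmic in SCNx at an adjusted p under 0.05 (2032 at an unadjusted p under 0.05), so that these peaks are those of curves that did not pass the test.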
